# Ablation of the Cardiac-Specific Gene Leucine-Rich Repeat Containing 10 (*Lrrc10*) Results in Dilated Cardiomyopathy

**DOI:** 10.1371/journal.pone.0051621

**Published:** 2012-12-07

**Authors:** Matthew J. Brody, Timothy A. Hacker, Jitandrakumar R. Patel, Li Feng, Junichi Sadoshima, Sergei G. Tevosian, Ravi C. Balijepalli, Richard L. Moss, Youngsook Lee

## Abstract

Leucine-rich repeat containing 10 (LRRC10) is a cardiac-specific protein exclusively expressed in embryonic and adult cardiomyocytes. However, the role of LRRC10 in mammalian cardiac physiology remains unknown. To determine if LRRC10 is critical for cardiac function, *Lrrc10*-null (*Lrrc10^−/−^*) mice were analyzed. *Lrrc10^−^* ^/*−*^ mice exhibit prenatal systolic dysfunction and dilated cardiomyopathy in postnatal life. Importantly, *Lrrc10^−/−^* mice have diminished cardiac performance in utero, prior to ventricular dilation observed in young adults. We demonstrate that LRRC10 endogenously interacts with α-actinin and α-actin in the heart and all actin isoforms in vitro. Gene expression profiling of embryonic *Lrrc10^−/−^* hearts identified pathways and transcripts involved in regulation of the actin cytoskeleton to be significantly upregulated, implicating dysregulation of the actin cytoskeleton as an early defective molecular signal in the absence of LRRC10. In contrast, microarray analyses of adult *Lrrc10^−/−^* hearts identified upregulation of oxidative phosphorylation and cardiac muscle contraction pathways during the progression of dilated cardiomyopathy. Analyses of hypertrophic signal transduction pathways indicate increased active forms of Akt and PKCε in adult *Lrrc10^−/−^* hearts. Taken together, our data demonstrate that LRRC10 is essential for proper mammalian cardiac function. We identify *Lrrc10* as a novel dilated cardiomyopathy candidate gene and the *Lrrc10^−/−^* mouse model as a unique system to investigate pediatric cardiomyopathy.

## Introduction

Heart disease is the leading cause of morbidity and mortality in the developed world [1]. However, the molecular events that govern normal cardiac function and the pathological signals that mediate heart disease and heart failure remain largely unknown. The most common form of cardiomyopathy is inherited or acquired dilated cardiomyopathy (DCM), which is defined by ventricular dilation and systolic dysfunction, and is associated with an increased risk of sudden death [2]. While the genetic causes of hypertrophic cardiomyopathy are predominately mutations in sarcomeric proteins, the molecular etiology of DCM has been linked to a wider range of genes including sarcolemmal and nuclear envelope genes and a growing number of Z-disc and cytoskeletal genes [2], [3]. Therefore, determination of the genetic causes of DCM will enhance the understanding of molecular mechanisms leading to pathogenic remodeling of the heart and the development of new therapeutic strategies to treat heart disease.

Leucine rich repeat containing 10 (LRRC10) was identified as a cardiac-specific factor in mice, zebrafish and humans [4], [5], [6], [7] that is robustly expressed in the developing and adult heart [4], [7]. Although Lrrc10 plays critical roles in cardiac development and function in zebrafish [6], the function of LRRC10 in mammalian hearts remains to be elucidated. LRRC10 belongs to a diverse superfamily of leucine rich repeat containing proteins (LRRCs), which contain multiple LRR motifs that form solenoid-shaped structures ideal for protein-protein interactions [8]. LRRCs have been implicated in a wide range of cellular functions, including signal transduction, cell adhesion, DNA repair, development [8], ion channel regulation [9], and mechanical-stretch sensing [10]. LRRC10 lacks any known functional motifs other than its seven LRRs, representing a unique member of the LRRCs.

LRRC10 exhibits a striated expression pattern that colocalizes with Z-disc and sarcoplasmic reticulum markers in adult cardiomyocytes by immunostaining [4]. Electron micrographs show that LRRC10 localizes predominantly to the diad region where the sarcoplasmic reticulum interacts with the transverse tubule, adjacent to the Z-disc [4]. The Z-disc is the protein-rich lateral boundary of the sarcomere where actin myofilaments are crosslinked by α-actinin [11]. Thus, the Z-disc is not only responsible for lateral force transmission between sarcomeres, but also provides a mechanical link from the Z-disc myofilament to proteins in the peripheral subsarcolemmal costamere and eventually sarcolemma and extracellular matrix [3], [12]. In addition to the structural role imparted by the Z-disc, the Z-disc plays a critical role in sensing and transducing signals in response to biomechanical stress in the cardiomyocyte [3], [13]. Genetic ablation of several Z-disc and costameric proteins results in DCM in mice, including deletion of Cypher/ZASP [14], muscle LIM protein (MLP) [15], enigma homologue protein (ENH) [16], integrin-linked kinase (ILK) [17], or vinculin [18]. Further, mutations in Cypher/Zasp [19], MLP [20], nexilin [21], myopalladin [22], ILK [23], and desmin [24] have been found in human DCM patients, suggesting a prominent role for dysfunction of Z-disc and costamere proteins in the pathogenesis of DCM.

We hypothesized that LRRC10 is essential for mammalian cardiac function and tested this by analyzing the basal cardiac phenotype of *Lrrc10^−/−^* mice. Here, we demonstrate that genetic ablation of *Lrrc10* in mice [25] results in prenatal cardiac dysfunction and the development of DCM in early postnatal life. We show that LRRC10 physically interacts with actin isoforms and α-actinin, implicating LRRC10 as a biomechanical link between the myofilament Z-disc and actin cytoskeleton. Thus, work presented here identifies the cardiac-specific factor *Lrrc10* as a novel DCM candidate gene and the *Lrrc10^−/−^* mouse model will provide a unique system to investigate molecular pathways leading to early onset DCM.

## Experimental Procedures

### Animals and Echocardiography

Generation of *Lrrc10^−^* ^/*−*^ mice and genotyping by PCR were described previously [25]. Mice used in this study were generated by backcrossing *Lrrc10* ^+/*−*^ mice with pure C57BL/6 wild type (WT) mice at least six times as described [25]. All experiments employed *Lrrc10^−^* ^/*−*^ mice and littermate or age-matched WT controls maintained on the same C57BL/6 genetic background. All procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals (NIH) and the University of Wisconsin Research Animal Resource Center policies. Procedures were approved by a University of Wisconsin-Madison Institutional Animal Care and Use Committee (Protocol #M01461).

Transthoracic echocardiography was performed on mice under 1% isofluorane gas anesthesia using a Visual Sonics 770 ultrasonograph with a 30 or 40-MHz transducer (RMV 707B) (Visual Sonics, Toronto) as described previously [26]. Two-dimensionally guided M-mode images of the left ventricle (LV) and Doppler studies were acquired at the tip of the papillary muscles. LV mass-to-body weight ratio (LV/BW), LV dimension in diastole (LVIDd), thickness of the posterior walls in diastole, and isovolumic relaxation time were recorded. Endocardial fractional shortening was calculated as (LVIDd-LVIDs)/LVIDd ×100, where LVIDs is LV dimension in systole. All parameters were measured over at least three consecutive cycles. To evaluate embryonic cardiac function, M-mode images were obtained transcutaneously from anesthetized pregnant females in utero on embryonic day 17.5 (E 17.5) as described [27].

Mice were euthanized by cervical dislocation to isolate hearts for biochemical analyses. Cardiomyocytes were isolated by retrograde heart perfusion as described [28].

### Yeast Two-Hybrid Screening

Yeast two-hybrid screening was performed using full-length mouse LRRC10 as bait at the Molecular Interaction Facility at the University of Wisconsin-Madison Biotechnology Center as previously described [29]. cDNA libraries screened were human heart and mouse embryo (Clontech). Recovered plasmids from growing colonies were subjected to confirmation mating experiments and cDNAs were determined by BLASTing against NCBI Genbank. 14 positive clones were identified as putative cofactors of LRRC10.

### Histology and Immunohistochemistry

Hematoxylin and Eosin (H&E) staining was done as described previously [6]. Masson's trichrome (Sigma) and TUNEL (Millipore) staining of cardiac sections were performed to detect collagen deposition and apoptosis, respectively, according to the manufacturer's instructions. For cell proliferation assays, immunostaining of cardiac sections was performed by incubating with anti-phosphohistone H3 (p-H3) (1∶1000, Upstate, 06–570) and anti-α-sarcomeric actin (1∶100, Sigma, clone 5C5) antibodies as described previously [30]. For coimmunostaining experiments, adult mouse ventricular cardiomyocytes were isolated as described previously [4], fixed in methanol, and incubated with anti-α-sarcomeric actin (1∶1000, Sigma) and anti-LRRC10 (1∶200) [4]. The LRRC10 antibody was previously characterized [4]. Primary antibodies were detected with Alexa Fluor secondary antibodies (1∶4000, Invitrogen) and Hoechst 33342 (0.2 μg/mL, Invitrogen) was used as a nuclear stain.

Cardiomyocyte cross-sectional area (CSA) was measured in wheat germ agglutinin (WGA) (conjugated to Oregon Green 488, 10 μg/mL, Invitrogen) stained cardiac sections costained with phalloidin (conjugated to Alexa fluor 546, 165 nM, Invitrogen). CSA was evaluated in at least 400 cardiomyocytes per animal from identical areas of the middle of the left ventricular wall. Cardiomyocyte length and width were quantified in at least 100 isolated ventricular cardiomyocytes per animal. Images of heart sections and isolated cardiomyocytes were taken with a Zeiss Axiovert 200 microscope and Zeiss AxioCam and morphometric quantitiation was performed using NIH Image J. Images of immunostained myocytes were taken on a Nikon A1R confocal system with NIS-Elements C imaging software.

### Coimmunoprecipitations, Protein Extraction, and Western Blotting

Heart extracts were resolved by SDS-PAGE, transferred to PVDF membranes, and immunoblotted using standard methods [29]. Primary antibodies specific to ERK1/2 (sc-135900), p-ERK1/2 (sc-16981-R), p-p38 (sc-7975-R), p38 (sc-535), p-S727-Stat3 (sc-21876-R), p-Y705-STAT3 (sc-7993), STAT3 (sc-482), PKCα (sc-208), PKCε (sc-214), vinculin (sc-55465), α-tubulin (sc-8035) (all from Santa Cruz), p-S473-Akt (Cell Signaling Technologies, 736E11), Akt, (Cell Signaling Technologies, 11E7), myosin heavy chain (MF20, Developmental Studies), GAPDH (Millipore, MAB374), α-sarcomeric actin (Sigma, clone 5C5), α-actinin (Sigma, clone EA-53), γ-actin (Millipore, AB3625), β-actin (Abcam, ab6276), talin (Sigma, clone 8d4), integrin β1 (BD Transduction Laboratories, clone 18/cd29), ANF (Peninsula Laboratories, T-4015), myosin binding protein C [26], cardiac troponin T (Thermo Scientific, clone 13–11), cardiac troponin I (Immunochemical, clone 6F9), and LRRC10 [4] were used followed by HRP conjugated secondary antibodies (Santa Cruz). Protein bands were detected by chemiluminesence (Thermo Scientific) and quantified with NIH Image J.

A particulate fraction enriched in myofibril proteins and nonparticulate fraction were extracted from 2–3 month old mouse ventricles for immuoblotting as described previously [16]. Coimmunoprecipitation experiments were performed as described [29]. Briefly, one-two month old hearts were homogenized in IP buffer (20 mM Tris HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA) with 1% triton X-100, 1 mM DTT, and protease inhibitors (1 mM AEBSF (AppliChem), 10 μg/mL leupeptin (Roche), 10 μg/mL aprotinin (Roche)). Cardiac lysates were incubated with preimmune serum or a LRRC10 antibody followed by addition of Protein A agarose beads (Santa Cruz). Immunoprecipitated proteins were immunoblotted.

### Glutathione S-Transferase (GST)-pulldown Assays

To produce the GST-LRRC10 fusion protein, mouse *Lrrc10* was amplified by PCR and inserted in frame into the pGEX-2T vector containing an N-terminal GST (GE Healthcare). GST or GST-LRRC10 were expressed in *E.Coli* BL21 (DE3, Merck) and purified with glutathione agarose (Sigma) as described [31]. Pulldown assays were performed as described [32] with slight modifications. 5 μg of purified rabbit skeletal muscle α-actin (Cytoskeleton, AKL95) or 20 μg of cytoskeletal nonmuscle actin (Cytoskeleton, APHL95, 85% β-actin, 15% γ-actin) was incubated with 1.5 μg GST or GST-LRRC10 for two hours in incubation buffer (PBS, 0.1 mM CaCl_2_, and 1% Triton X-100) followed by washing in wash buffer (20 mM Tris HCl, pH 7.4 and 150 mM NaCl). Bound proteins were immunoblotted.

### Myocardial Contractility and Analysis of Myofibrillar Protein Content

Skinned trabeculae were prepared [33] and mechanical properties were examined [34] as described previously. Analysis of myofibrillar protein content by silver staining was performed as previously described [34]. Active force-pCa and *k*_tr_-pCa/relative force relationships were established at sarcomere length (SL) of ∼2.20 μm [34]. Steady-state force and the apparent rate constant of force redevelopment (*k*_tr_) were measured simultaneously using the modified multi-step protocol developed by Brenner and Eisenberg [34], [35]. To determine the Ca^2+^ sensitivity of isometric force (pCa_50_), the force-pCa data were fitted with the Hill equation: P/P_o_  =  [Ca^2+^]^n^/(*k* ^n^ + [Ca^2+^]^n^)], where n is slope (Hill coefficient) and *k* is the Ca^2+^ concentration required for half-maximal activation (pCa_50_). Apparent rate constants of force redevelopment (*k*_tr_) were determined by linear transformation of the half-time of force recovery (*k*_tr_  = –ln 0.5(t_1/2_)*^−^* ^1^), as described previously [34], [36].

### Quantitative Real Time PCR, Microarray Analyses and Statistical Analysis

Quantitative real-time PCR (qRT-PCR) was performed using FastStart SYBR Green Master (Roche) on a BioRad iCycler as described [37]. All samples were assayed in duplicate with nearly identical replicate values. Data were generated using the standard curve method and normalized to 18S expression. All primers were thoroughly evaluated by melt curve analysis to ensure the amplification of a single, desired amplicon.

Microarray analysis was performed using a *Mus musculus* Whole Mouse Genome Array (4×44K, Agilent Technologies) as described [37], [38]. RNA isolated (QIAzol, Qiagen) from two wildtype (WT) or *Lrrc10^−^* ^/*−*^ littermate hearts at E15.5 or two months of age was pooled and microarray analysis was performed on three independent biological replicates. Data from the scan file was analyzed using EDGE^3^ software [38] and generated data is uploaded on the NCBI GEO (Gene Expression Omnibus) database (GSE40600 and GSE36508). Dysregulated genes were further sorted into KEGG biological pathways using DAVID functional analysis [39].

All results are expressed as mean ± standard error of the mean. All statistical analysis was performed by a student's t-test unless otherwise stated. P-value <0.05 was considered statistically significant. ^*^p<0.05, ^**^p<0.01, ^***^p<0.001.

## Results

### Genetic ablation of Lrrc10 Results in Dilated Cardiomyopathy

LRRC10 shows remarkable cardiac-specific expression from precardiac mesoderm to cardiomyocytes in adult hearts [4], [7]. To determine the function of LRRC10 in the adult mammalian heart, cardiac function of *Lrrc10^−/−^* mice was analyzed at various ages by echocardiography (Fig 1, Table 1). Postnatal *Lrrc10^−/−^* mice exhibit left ventricular (LV) chamber dilation and systolic dysfunction as evidenced by significant increases in LV inner diameter at end diastole (LVIDd) and end systole (LVIDs) (Fig 1A, 1B), respectively, within one month of age. LV dilation in adult *Lrrc10^−/−^* mice was not accompanied by a change in interventricular septal (LVAW) or LV posterior wall (LVPW) thickness (Table 1). A decrease in fractional shortening (%FS) was detected in *Lrrc10^−/−^* hearts at all stages examined (Fig 1C), implying defective cardiac function during perinatal and postnatal life. M-mode images depict systolic dysfunction and ventricular dilation in aged adult *Lrrc10^−/−^* hearts (Fig 1D), hallmark features of DCM [2]. No alterations in heart rate (Table 1) or mitral and aortic valve function (data not shown) were detected in *Lrrc10^−/−^* hearts, suggesting that the observed cardiac functional deficits are due to systolic dysfunction. Interestingly, impairment of systolic function in *Lrrc10^−/−^* hearts was observed in utero as early as embryonic day (E) 17.5 (Fig 1C), prior to the development of DCM. Postnatal *Lrrc10^−/−^* hearts proceed to a dilated phenotype without undergoing concentric hypertrophic growth or LV wall thickening (Table 1). In summary, *Lrrc10^−/−^* mice exhibit early-onset cardiomyopathy that develops into DCM by one month of age, with a progressive decline in cardiac function.

**Figure 1:**
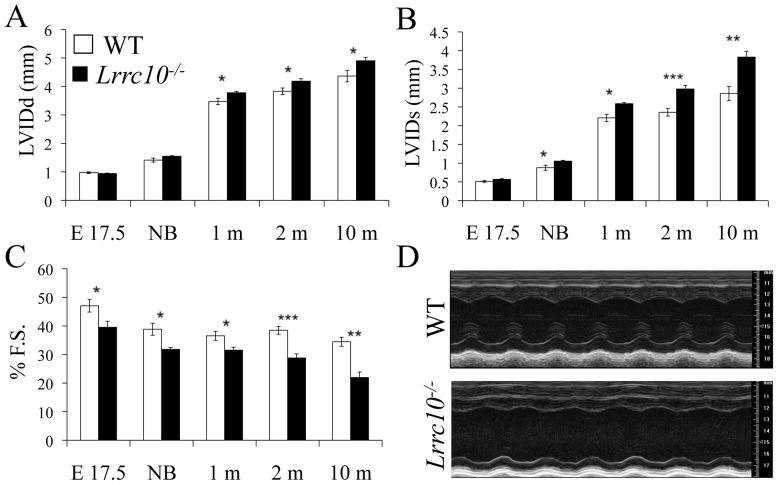
*Lrrc10^−/−^* mice develop dilated cardiomyopathy. Echocardiography reveals cardiac functional deficits in *Lrrc10* ***^−^*** ^*/****−***^ mice. Left ventricular inner diameter (LVID) measurements during (A) diastole and (B) systole and (C) fractional shortening (F.S.) in WT and *Lrrc10* ***^−^*** ^*/****−***^ mice at the indicated age. (D) Representative M-mode images at 10 months of age. *E*, embryonic day; *NB*, newborn; *m*, months; *d*, diastole; *s*, systole. n = 4–13.

**Table 1:** Echocardiographic assessment of cardiac structure and function in *Lrrc10^−/−^* mice.

	E 17.5		newborn		1 month		2 months		10 months	
	WT	*Lrrc10^−/−^*	WT	*Lrrc10^−/−^*	WT	*Lrrc10^−/−^*	WT	*Lrrc10^−/−^*	WT	*Lrrc10^−/−^*
**N**	13	12	11	11	6	6	6	7	4	5
**LVID; d (mm)**	0.97±.03	0.94±.02	1.42±.07	1.55±.03	3.47±.12	3.78±.05*	3.83±.12	4.18±.09*	4.36±.20	4.90±.12*
**LVID; s (mm)**	0.51±.03	0.57±.02	0.88±.07	1.06±.02*	2.21±.10	2.59±.03**	2.36±.10	2.98±.10***	2.86±.19	3.83±.16**
**LVPW; d (mm)**			0.28±.01	0.28±.01	0.58±.01	0.50±.03	0.70±.02	0.69±.02	0.76±.01	0.78±.06
**LVPW; s (mm)**			0.47±.01	0.48±.01	0.99±.02	0.82±.04*	1.23±.02	1.08±.05*	1.16±.04	1.05±.07
**LVAW; d (mm)**	0.30±.01	0.31±.01	0.29±.01	0.28±.01	0.57±.01	0.53±.03	0.72±.03	0.69±.02	0.75±.03	0.72±.04
**LVAW; s (mm)**	0.45±.02	0.41±.02	0.49±.02	0.47±.01	0.95±.04	0.89±.04	1.31±.03	1.04±.05***	1.28±.09	1.08±.06
**LV Volume; d (μL)**	0.95±.09	0.85±.04	5.49±.67	6.64±.20	50.35±3.97	61.34±1.74*	63.60±4.54	78.29±3.70*	86.79±9.36	113.33±6.24*
**LV Volume; s (μL)**	0.15±.03	0.19±.02	1.66±.30	2.46±.09*	16.60±1.72	24.37±.77**	19.75±1.97	34.85±2.84***	32.06±5.12	63.76±6.13**
**% E.F.**	84.24±1.90	77.08±2.74*	72.36±2.51	63.05±.76*	67.19±2.04	60.01±1.42*	69.18±1.73	55.58±2.16***	63.65±2.23	44.04±3.31**
**% F.S.**	47.03±.02	39.54±.02*	38.84±2.12	31.81±.64*	36.54±1.57	31.54±.98*	38.48±1.38	28.78±1.41***	34.45±1.56	21.96±1.89**
**LV Mass (mg)**	3.24±.21	3.37±.13	5.51±.43	6.01±.13	60.51±4.58	60.07±3.89	93.96±5.25	104.97±5.01	125.63±11.03	160.18±20.01
**LV Mass/BW (mg/g)**			4.22±.35	4.56±.11	4.54±.28	4.88±.25	4.07±.23	4.65±.25	3.32±.14	4.96±.44*
**Heart Rate (bpm)**	243±10	248±6	419±13	418±9	492±17	536±13	450±36	494±17	478±18	484±29
**Body Weight (g)**			1.31±0.01	1.32±0.03	13.69±1.51	12.32±0.59	23.15±0.62	22.66±0.69	30.51±4.93	31.95±1.28

Evaluation of cardiac structural and functional parameters by echocardiography in *Lrrc10* ^−*/*−^ and control (WT) mice at various ages. *LV*, left ventricle; *ID*, inner diameter; *PW*, posterior wall; *AW*, anterior wall; *d*, diastole; *s*, systole; *E.F.* ejection fraction; *F.S.* fractional shortening.

To evaluate pathological cardiac remodeling, transcript levels of molecular markers of cardiac hypertrophy/failure were determined by qRT-PCR. *Lrrc10^−/−^* hearts exhibit significant induction of the fetal genes *ANF* (atrial natriuretic factor, *Nppa*), *β-MHC* (β-myosin heavy chain, *Myh7*), and *BNP* (brain natriuretic peptide, *Nppb*) (Fig 2A), indicating pathological cardiac hypertrophy. Upregulation of ANF in *Lrrc10^−/−^* hearts was confirmed at the protein level by Western blotting (Fig 2B, 2C).

**Figure 2:**
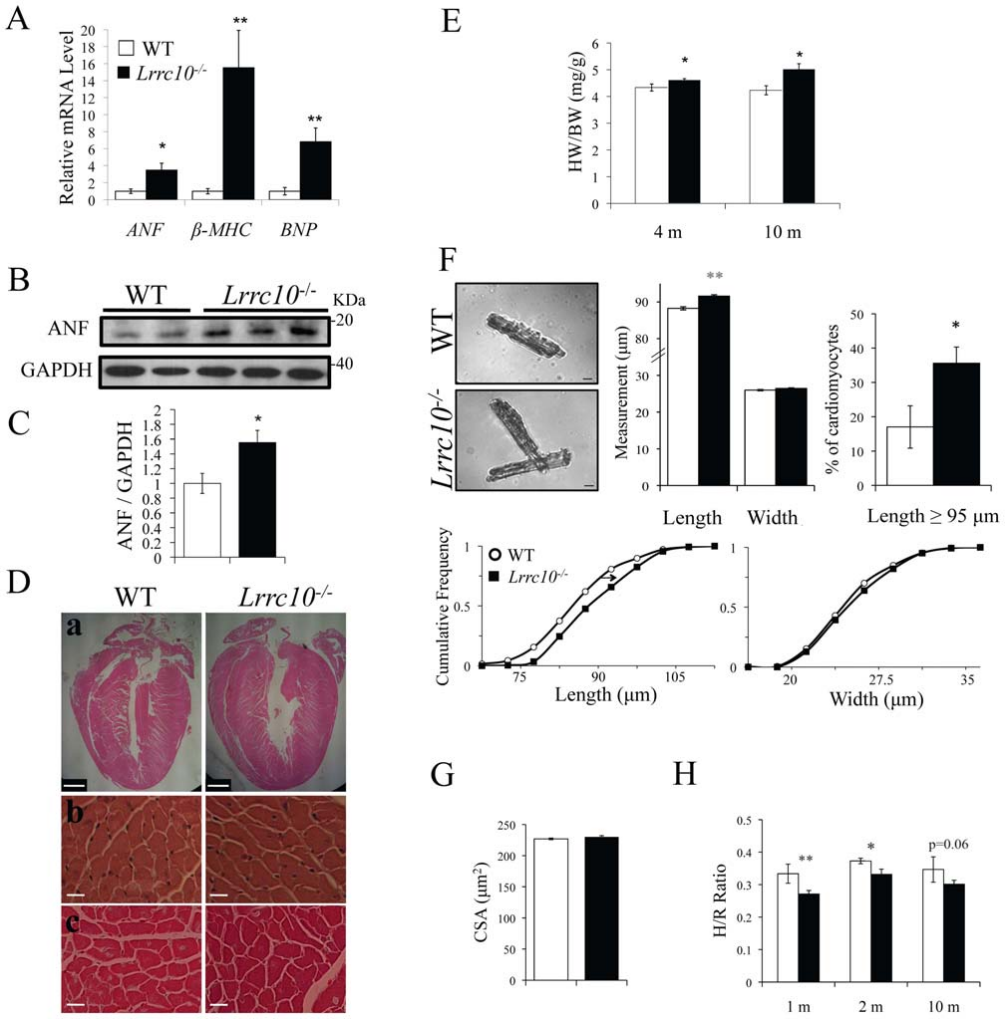
Characterization of *Lrrc10^−/−^* hearts. (A) qRT-PCR analysis for *ANF* (*Nppa*), *β-MHC* (*Myh7*), and *BNP* (*Nppb*) demonstrates re-expression of the fetal genes in *Lrrc10* ***^−^*** ^*/****−***^ hearts at 4 months of age (n = 7–8). (B) Representative immunoblot and (C) quantitation of ANF expression in WT and *Lrrc10* ***^−^*** ^*/****−***^ hearts (n = 4). Expression level was normalized to GAPDH as a loading control. (D) Histology of WT and *Lrrc10* ***^−^*** ^*/****−***^ mice at ten months of age. Representative (a) frontal midline heart sections (scale bar = 1 mm) and (b) 40X high magnification images (scale bar = 20 μm) of H&E and (c) Masson's trichrome staining. (E) Wet heart weight to body weight ratios indicate increased size of *Lrrc10* ***^−^*** ^*/****−***^ hearts in adulthood (n = 6–12). (F) Isolated adult WT and *Lrrc10* ***^−^*** ^*/****−***^ ventricular cardiomyocytes were micrographed (*top left,* scale bar = 10 μm) to measure cell length and width (n = 384 cells from 3 WT hearts and 435 cells from 3 *Lrrc10* ***^−^*** ^*/****−***^ hearts). (G) Cardiomyocyte cross-sectional area (CSA) in WT and *Lrrc10* ***^−^*** ^*/****−***^ hearts at 10 months (n = 4–6). (H) To measure relative left ventricle wall thickness as compared to left ventricle size, H/R ratio was calculated from echocardiography data. H/R ratio  =  (LVPWd+LVAWd)/LVIDd. *m*, months.

*Lrrc10^−/−^* mice exhibit overtly normal cardiac morphology throughout development [25] (Fig 2D) and have a normal lifespan without increased mortality (data not shown). However, adult *Lrrc10^−/−^* mice exhibit enlarged hearts compared to wild type (WT) at four and ten months of age (Fig 2Da, 2E). Modest cardiac enlargement without significant changes in ventricular wall thickness was observed by histology in aged *Lrrc10^−/−^* mice (Fig 2Da) consistent with echocardiography data (Table 1). Wet heart weight-to-body weight ratios are increased in *Lrrc10^−/−^* mice by four months of age (Fig 2E), suggesting pathological cardiac growth. To evaluate cardiomyocyte remodeling in *Lrrc10^−/−^* hearts, cell length and width were measured in isolated ventricular myocytes at three months of age. Morphometric data indicate an increase in length of *Lrrc10^−/−^* cardiomyocytes without a change in cell width (Fig 2F), suggesting eccentric cardiac growth in *Lrrc10^−/−^* mice. No changes in cardiomyocyte cross-sectional area were detected in *Lrrc10^−/−^* hearts at four or ten months of age (Fig 2G, data not shown), confirming a lack of concentric cardiac hypertrophy. To quantitatively assess concentric hypertrophy versus eccentric cardiac growth or dilation, relative LV wall thickness (the ratio of LV wall and septal thickness to LV chamber radius or “H/R ratio”) was analyzed in WT and *Lrrc10^−/−^* mice. Reduced H/R ratios in adult *Lrrc10^−/−^* mice confirm dilation or eccentric cardiac growth (Fig 2E).

Histological analyses indicate a lack of gross myocyte disarray (Fig 2Db) or significant fibrosis by Masson's trichrome staining in *Lrrc10^−/−^* hearts at one, two (data not shown), and ten months of age (Fig 2Dc). No significant increases in mitosis were detected in embryonic or adult *Lrrc10^−/−^* heart sections by phosphohistone-H3 immunostaining (Figure S1), consistent with previous reports [25]. Alterations in apoptosis were not detected in *Lrrc10^−/−^* hearts at two and ten months of age by TUNEL (data not shown). Results indicate that cardiac enlargement in *Lrrc10^−/−^* mice is not due to differences in cardiomyocyte proliferation or apoptosis.

### LRRC10 interacts with α-actinin and actin

To gain greater insight into the subcellular location of LRRC10, fractionation experiments were performed using ten week old hearts in which a particulate fraction enriched with myofilament proteins was separated from a nonparticulate soluble fraction. Interestingly, LRRC10 fractionates almost entirely with the particulate fraction (Fig 3A), suggesting that LRRC10 is tightly associated with myofilaments and/or nonsoluble membranous components and is not freely soluble in the cardiomyocyte cytoplasm. α-actin, the sarcomeric actin isoform that constitutes the cardiac actin thin filaments, localizes entirely to the particulate fraction as expected, and so do α-actinin and myosin heavy chain (MyHC). In contrast, GAPDH was found in the nonparticulate fraction (Fig 3A).

**Figure 3:**
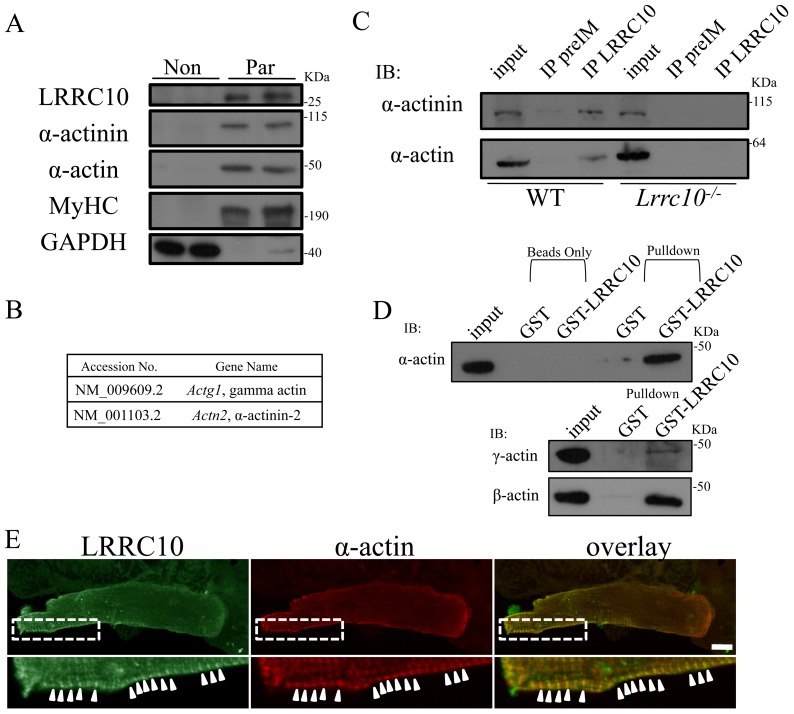
LRRC10 interacts with actin and α-actinin. (A) LRRC10 cofractionates with α-actin and α-actinin in the particulate fraction. Heart extracts from 10-week-old mice were fractionated into a nonparticulate fraction (Non) and a particulate fraction (Par) enriched in myofibril proteins. GAPDH and myosin heavy chain (MyHC) were used as nonparticulate and particulate controls, respectively. (B) Yeast-two hybrid screening identified α-actinin and γ-actin as binding partners of LRRC10. (C) α-actinin and α-actin endogenously interact with LRRC10 in the heart. WT or *Lrrc10* ***^−^*** ^*/****−***^ mouse heart extracts were immunoprecipitated (IP) with preimmune serum (PreIM) or an LRRC10 antibody and immunblotted for α-actinin or α-actin. (D) LRRC10 interacts with α-, β-, and γ-actin in vitro. Purified α-actin or cytoskeletal actin was incubated with GST or a GST-LRRC10 fusion protein and pulled down proteins were immunoblotted for α-actin, γ-actin, or β-actin. (E) LRRC10 colocalizes with α-actin. Coimmunostaining for LRRC10 and α-actin in adult mouse ventricular cardiomyocytes. Enlargement of boxed area is shown at *bottom*. Scale bar  = 10 μm.

LRRC10 contains no known functional domains other than its seven LRRs [4], [5], [7], which are known protein-protein interaction motifs [8]. We therefore hypothesized that LRRC10 mediates functions critical for cardiac biology via physical interactions with other proteins. To identify potential proteins that physically interact with LRRC10, we performed yeast two hybrid screening. Among the fourteen positive clones identified were α-actinin and γ-actin (Fig 3B). α-actinin crosslinks actin thin filaments of adjacent sarcomeres at the Z-disc as well as interacts with a number of other proteins crucial to cardiomyocyte function [3], [11]. γ-actin is the costameric actin isoform that exhibits a striated immunostaining pattern and localizes to the cardiomyocyte cytoskeleton at the periphery of the Z-disc [12]. To test if LRRC10 endogenously interacts with α-actinin and actin in the heart, extracts from WT and *Lrrc10^−/−^* hearts were immunoprecipitated with an LRRC10 antibody followed by immunoblotting for α-actinin or α-actin. Our data indicate that α-actinin coimmunoprecipitates with LRRC10 in the adult WT heart (Fig 3C, *top panel*). Because actin isoforms exhibit greater than 90% amino acid sequence homology [40] and γ-actin is a minor component of total cardiac actin, we tested whether LRRC10 endogenously interacts with α-actin in the heart by coimmunoprecipitation. LRRC10 indeed interacts with α-actin in WT heart extracts (Fig 3C, *bottom panel*). α-actin and α-actinin are not immunoprecipitated in *Lrrc10^−/−^* heart extracts (Fig 3C, *right*), demonstrating the specificity of the immunoprecipitation. Therefore, LRRC10 endogenously interacts with α-actinin and α-actin or interacts with a complex containing α-actinin and α-actin in the heart.

To determine if LRRC10 directly binds actin isoforms, GST pulldown assays were performed in vitro. α-actin interacts with GST-LRRC10 but not GST (Fig 3D, *top*), suggesting that LRRC10 directly interacts with α-actin. To evaluate whether LRRC10 interacts with γ-actin as predicted by yeast two-hybrid screening (Fig 3B), pulldown assays were also performed with purified cytoskeletal actin. Results show that LRRC10 also directly interacts with γ-actin (Fig 3D, *middle*). Given that LRRC10 interacts with both α-actin and γ-actin in vitro and the high homology of actin isoform amino acid sequences, we investigated whether LRRC10 interacts with β-actin, the other cytoskeletal actin isoform. Pulldown assays show that LRRC10 and β-actin interact (Fig 3D, *bottom*), suggesting the possibility that LRRC10 is a pan-actin binding protein.

Since intracellular location of proteins can provide critical information on physical interactions as well as potential function, we examined the expression pattern of endogenous LRRC10 in adult mouse ventricular myocytes. Our previous studies have shown that LRRC10 colocalizes with α-actinin in adult cardiomyocytes [4]. Immunostaining of α-actin also exhibits striations that colocalize with LRRC10 in adult cardiomyocytes (Fig 3E), providing supporting evidence that LRRC10 and α-actin interact in the heart. No differences in expression pattern were detected for α-actin and α-actinin in adult *Lrrc10^−/−^* cardiomyocytes by immunostaining (data not shown), suggesting that LRRC10 is not required to maintain sarcomeric integrity or for proper localization of α-actin or α-actinin.

### Lrrc10^−/−^ Hearts Exhibit Defective Gene Expression

To identify early perturbations in gene expression in the *Lrrc10^−/−^* heart at the onset of cardiac dysfunction but prior to the development of DCM in adulthood, microarray analysis was conducted on embryonic hearts at E15.5. Genes consistently up- or downregulated in *Lrrc10^−/−^* hearts across all three biological replicates were analyzed using DAVID functional analysis software [39] to identify defective pathways.

Pathway analysis of gene expression data in embryonic *Lrrc10^−/−^* hearts identified regulation of the actin cytoskeleton and focal adhesion as among the most upregulated KEGG pathways (Fig 4A). Expression profiling indicates upregulation of α-actinin (*Actn2*), α-actin (*Actc1*), and γ-actin (*Actg1*) as well as a number of other cytoskeletal genes (Fig 4B). qRT-PCR analyses confirm upregulation of α-actinin and α-actin transcripts in embryonic *Lrrc10^−/−^* hearts (Fig 4C) as well as critical cardiac cytoskeletal genes including vinculin (*Vcl*), integrin-linked kinase (*ILK*), integrin β1 (*Itgb1*), and parvin α (*Parva*) (Fig 4C). Moreover, ANF (*Nppa*) expression, which is upregulated in cardiomyocytes in response to biomechanical stress [41], is significantly elevated in the embryonic *Lrrc10^−/−^* heart (Fig 4B, 4C). Western blotting of cardiac extracts at E15.5 demonstrates increased talin and a trend towards increased vinculin and integrin β1 expression at the protein level in *Lrrc10^−/−^* hearts (Fig 4D), indicating increased abundance of critical cardiac cyotskeletal proteins in the absence of LRRC10.

**Figure 4:**
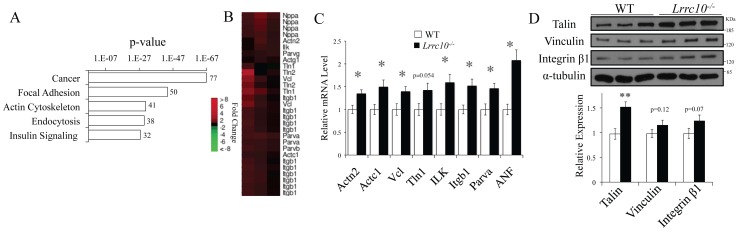
Gene expression profiling of embryonic *Lrrc10^−/−^* hearts. Microarray analysis was performed on WT and *Lrrc10* ***^−^*** ^*/****−***^ hearts at E15.5 to identify dysregulated pathways in the absence of *Lrrc10*. (A) Pathway analysis on genes upregulated 1.2-fold or greater (p<0.05, signal ≥20) at E15.5. Shown are the five most significantly upregulated KEGG pathways in *Lrrc10* ***^−^*** ^*/****−***^ hearts using DAVID. The number at the end of the histograms represents the number of upregulated genes in the KEGG pathway. (B) Heat maps from expression profiling and (C) qRT-PCR analyses demonstrate upregulation of actin cytoskeloton transcripts in embryonic *Lrrc10* ***^−^*** ^*/****−***^ hearts (n = 5–10). (D) Western blotting analysis of cytoskeletal protein expression in E15.5 hearts (n = 4–5). *Actn2*, actinin alpha 2; *Actc1,* actin alpha, cardiac muscle 1;*Vcl*, vinculin; *Tln1*, talin 1; *ILK*, integrin-linked kinase; *Itgb1*, integrin β1; *Parva*, parvin alpha; *E*; embryonic day.

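RNA pooled from 2 hearts at 2 months of age was hybridized in each channel of 3 Agilent whole mouse genome arrays. By the sample labels, *Lrrc10-/-* RNA carried Cy5 and WT RNA carried Cy3 on every array, with no dye swap. The arrays shared a slide and a scan, so no batch could be compared. The authors deposited the output of Agilent Feature Extraction, in which local background was subtracted, spatial trends were removed and the dyes were normalized within each array by a linear and a lowess step. Of 43379 gene spots per array, 28942, 29314 and 30269 were well above background in Cy3 on replicates 1, 2 and 3, and 30512, 30519 and 30810 in Cy5. The deposited log10 ratios of the processed signals were put on the log2 scale as Cy5 over Cy3, outlier spots were left out and the spots of a probe were averaged. A mean processed signal of at least 20 was required, which left 29576 probes of 20603 genes. The mean log2 ratio of each probe was tested against 0 with limma, and p-values were adjusted by the Benjamini-Hochberg method. If a single WT pool served all 3 arrays, which the labels leave open, the spread between WT hearts is not part of this test. On simulated arrays with 200 changed probes the test recovered 89% of those with a log2 change of 4, and 0% of those with a change of 1 or 2. The simulation took each probe's SD over the 3 arrays as its true spread. Such SDs differ more between probes than the true spreads do, so these shares may be too low for the real arrays.

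The deleted gene was examined first. The *Lrrc10* probe was brighter in Cy5, the channel labelled *Lrrc10-/-*, on all 3 arrays, with processed signals of 14280, 20830 and 17700 in Cy5 against 476.5, 442.6 and 352.3 in Cy3. Its log2 ratio was 5.37 ± 0.41 (SD, n = 3 arrays), with an adjusted p of 2.51e-04 from limma. With no signal filter the ratio was the same and the adjusted p was 0.975 from limma. *Nppa*, *Myh7* and *Nppb* had the same adjusted p in that setting, so it did not tell these genes apart. Without replicate 2, on 2 arrays, the *Lrrc10* ratio was 5.28 with an adjusted p of 0.0793. Because this ratio goes against the labels, directions in the adult array data are given by channel, as Cy5 (labelled *Lrrc10-/-*) and Cy3 (labelled WT). Across probes, the log2 ratios of the arrays correlated with Pearson's r of 0.10 for replicates 1 and 2, −0.04 for replicates 1 and 3 and −0.18 for replicates 2 and 3, and probes are not independent replicates. For 190 probes printed 10 times on each array, the median SD of the log2 ratio was 0.063 between spots of an array and 0.35 between arrays.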

To determine molecular alterations that occur during the pathogenesis of DCM in adult *Lrrc10^−/−^* hearts, microarray analyses were also performed at two months of age. Adult *Lrrc10^−^/^−^* hearts exhibited enrichment of upregulated transcripts from the dilated cardiomyopathy KEGG pathway (data not shown). 

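The dilated cardiomyopathy list, compiled from gene families in place of the KEGG list, held 78 genes with a tested probe. By the brightest probe of each gene, none of them was among the 91 genes consistently brighter in Cy5, the channel labelled *Lrrc10-/-*. Among the 126 genes consistently brighter in Cy3, the channel labelled WT, there were 3 of the 78 genes, *Myl2*, *Tnnt2* and *Myh7*, an odds ratio of 6.63 (one-sided Fisher's exact test, adjusted p = 0.0438 over 9 lists in both directions). Enrichment in Cy3 was tested only after the *Lrrc10* ratio had been seen. The probes of *Myl2* and *Tnnt2* were saturated in both channels on all 3 arrays. When every probe saturated in any channel of any array was left out, 1 of 72 genes remained, with an adjusted p of 1. The median log2 ratio of the list, Cy5 over Cy3, was 0.11, −0.26 and 0.04 on replicates 1, 2 and 3, and its median over the gene means was −0.07 (adjusted p = 0.309 from limma's camera). This median was 0.30 (adjusted p = 0.223) with normexp background correction and centring on the median in place of loess, and 0.09 (adjusted p = 0.165) without replicate 2.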

Clustering of microarray gene expression data confirmed β-MHC (*Myh7*) and *ANF* as among the most significantly upregulated genes in adult *Lrrc10^−^/^−^* hearts (Fig 2A, data not shown). However, the pathways undergoing the most statistically significant dysregulation in the adult *Lrrc10^−^/^−^* heart were oxidative phosphorylation and cardiac muscle contraction (Fig 5A), prompting further investigation of transcript levels in these pathways. 

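Both probes of *Myh7* were brighter in Cy3, the channel labelled WT, on all 3 arrays, with log2 ratios of −2.16 ± 1.28 (SD, n = 3 arrays) and −1.82 ± 0.86 (SD, n = 3) and adjusted p of 0.835 and 0.648 from limma. By mean ratio they ranked 2 and 7 among the 151 probes consistently brighter in Cy3, and the second was saturated in Cy3 on 1 array. The brighter probe of *ANF* (*Nppa*) had a log2 ratio of −0.78 ± 0.14 (SD, n = 3) with an adjusted p of 1, and ranked 69 among the same probes. The other *Nppa* probe, at −0.84 ± 0.59 (SD, n = 3), did not pass the selection on all arrays. *Nppb* was at −0.84 ± 0.60 (SD, n = 3) with an adjusted p of 1. Without replicate 3 the ratio of *Myh7* by its brightest probe was −2.29 with an adjusted p of 1.84e-06 from limma. That fit rests on 2 arrays, so its p is no firm measure of the spread between pools. Over the alternatives set for the processing the ratio of *Myh7* lay between −2.29 and −1.29. That of *Nppa* lay between −0.86 and −0.33. Among the 21 genes named by the paper that had a probe, the deleted gene included, 15 had a limma p under 0.05 when adjusted over the list alone and 1, *Lrrc10*, when adjusted over all probes. Of those 15 genes, 8 were saturated in both channels on all arrays, and the study chose many of the genes on the same arrays, so the first count is not independent evidence. A sign-flip test of 3 arrays cannot give a two-sided exact p below 0.25. The paper names *Myh7* and *ANF* among the most upregulated genes and refers to its qRT-PCR (Fig. 2A), which was run on older hearts.

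**Figure D1:**
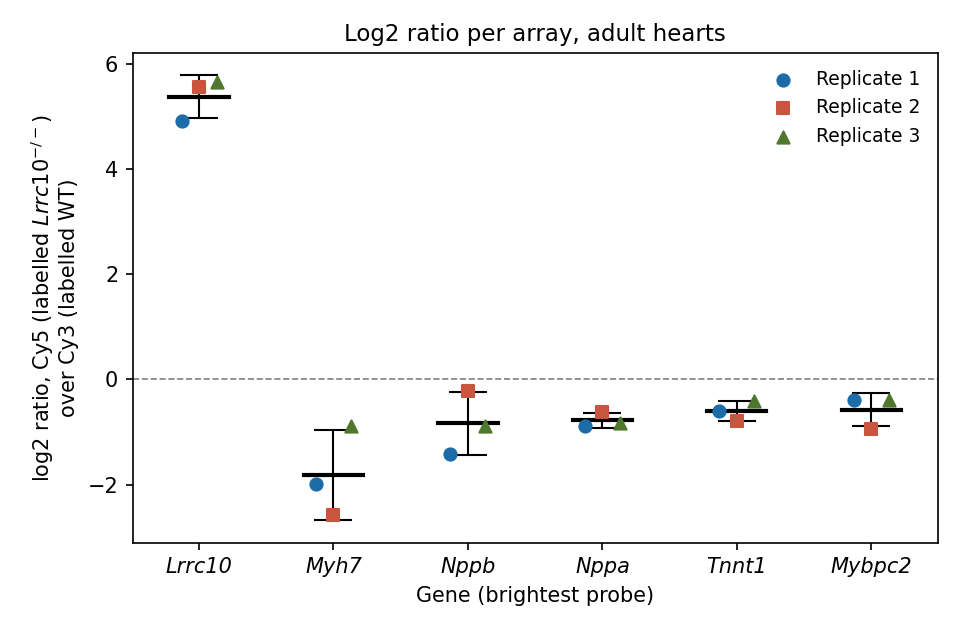
Log2 ratio of processed signals, Cy5 (labelled *Lrrc10-/-*) over Cy3 (labelled WT), on each of the 3 arrays for the brightest probe of 6 genes; black lines are the mean ± SD. The *Lrrc10* points lie above 0 and those of the other 5 genes below it. Of these the mean of *Mybpc2* turned to 0.06 with normexp correction and centring on the median, which moved the median of all tested probes to 0.16.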

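The oxidative phosphorylation list held 107 genes with a tested probe and the cardiac muscle contraction list 70, both compiled from gene families. The lists share complexes III and IV of the respiratory chain. Of the genes consistently brighter in Cy5, the channel labelled *Lrrc10-/-*, 1 was in the oxidative phosphorylation list (one-sided Fisher's exact test, adjusted p = 0.851) and 0 in the cardiac muscle contraction list (adjusted p = 1). Of those consistently brighter in Cy3, the channel labelled WT, 13 were in the first list (odds ratio 24.9, adjusted p = 8.93e-13) and 8 in the second (odds ratio 22.3, adjusted p = 6.45e-08). With normexp correction and centring on the median in place of loess, both lists had 0 genes in Cy3.

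The signal of these genes was at the limit of the scanner. All 13 genes of the oxidative phosphorylation list were saturated in Cy5 on all 3 arrays, and 11 of them in both channels. Of the 8 genes of the cardiac muscle contraction list, 7 were saturated in Cy5 on all arrays, *Myh7* being the exception. When probes saturated in any channel of any array were left out, a choice made after these values were seen, 0 of 64 and 1 of 48 genes of the lists were consistently brighter in Cy3 (adjusted p = 1 for both). Over the whole array, 36 tested probes were saturated in both channels on all 3 arrays. The largest log2 ratio of their unnormalized mean signals was 0.015 in size, and after dye normalization the ratio was negative on all arrays for 36 of 36, with medians of −0.73, −0.41 and −0.39 on replicates 1, 2 and 3. The selection of consistently changed probes took 18 of them, among which 5 were in neither list. No fold change is given for a gene saturated in both channels. From the enrichment the paper went on to measure transcripts of both pathways by qRT-PCR.

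**Figure D2:**
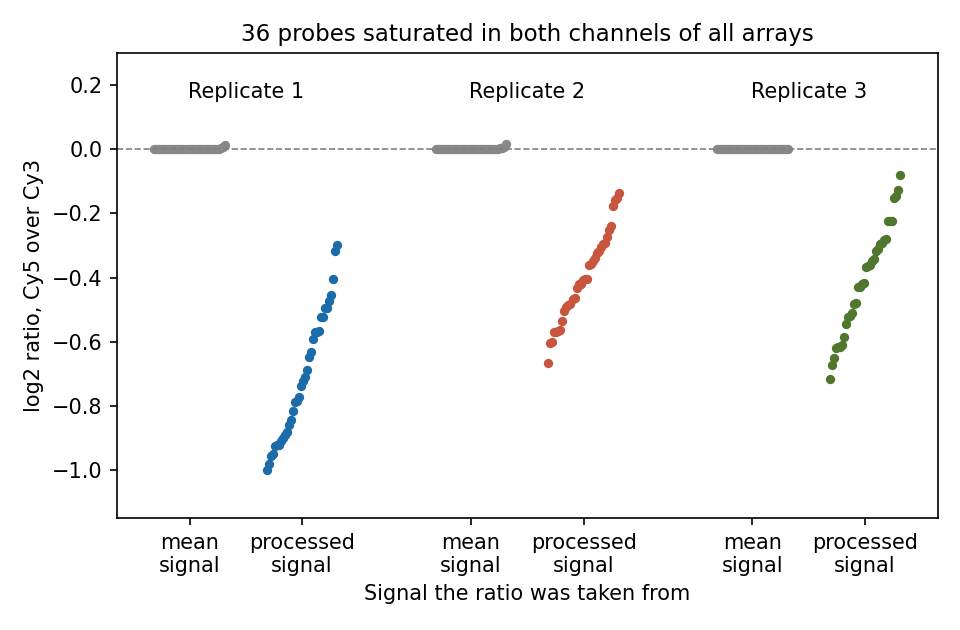
Log2 ratio of Cy5 over Cy3 for the 36 probes saturated in both channels of all 3 arrays, from the unnormalized mean signals (grey) and from the processed signals after dye normalization (coloured), with the probes in order of their ratio along each group. The grey points lie at 0 and all coloured points below it.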

Upregulation of cardiac muscle contraction genes was confirmed in *Lrrc10^−^/^−^* hearts, including isoforms of troponin T, troponin I, and myosin binding protein C (Fig 5B). qRT-PCR analyses confirmed the upregulation of genes involved in oxidative phosphorylation, including multiple subunits of cytochrome c oxidase, NADH dehydrogenase, and ATP synthase (Fig 5C). 

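Of the 23 genes examined for the adult hearts, 21 had a probe on the arrays, and *ATP6* and *ND1* were not analysed here. By the brightest probe of each gene, all 20 genes other than *Lrrc10* were brighter in Cy3, the channel labelled WT, on all 3 arrays. The mean ratios of *Tnni3*, *Mybpc2* and *Cycs* were above 0 with normexp correction and centring on the median, at 0.04, 0.06 and 0.16. That scaling moved the median of all tested probes to 0.16, so *Tnni3* and *Mybpc2* stayed below the typical probe. In both channels of all arrays, 13 of the 20 probes were saturated, namely those of *Tpm1*, *Mybpc3*, *Tnnt2*, *Myl2*, *Cytb*, *Cox5a*, *Cox7a1*, *Atp5c1*, *Atp5o*, *Atp5h*, *Ndufb9*, *Ndufa13* and *Slc25a4*. Their mean log2 ratios after normalization ranged from −0.75 to −0.23 and give no fold change. The probes of *Tnni3* and *Cycs* were saturated in Cy5 on all arrays. *Tnnt1*, which was not saturated, had a log2 ratio of −0.61 ± 0.19 (SD, n = 3 arrays) with an adjusted p of 1 from limma, and ranked 122 among the probes consistently brighter in Cy3. *Mybpc2*, also unsaturated, was at −0.58 ± 0.31 (SD, n = 3) with an adjusted p of 1. Other probes of some genes differed from the brightest. Those of *Cycs* that were not saturated had log2 ratios of 0.22 ± 0.27 and 0.18 ± 0.26 (SD, n = 3), and that of *Tpm1* 0.04 ± 0.16 (SD, n = 3).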

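Besides the pathways above, 6 further gene lists were tested for enrichment in both directions. They are not independent of the lists above. The oxidative phosphorylation list is made up of the nuclear, mitochondrially encoded and V-ATPase lists. The cardiac muscle contraction list is the sarcomere list with complexes III and IV, so *Cox4i1*, *Cox5a*, *Cox5b*, *Uqcrh* and *Uqcrq* were counted in both pathways. *Myl2*, *Tnnt2* and *Myh7* recur in the contraction, dilated cardiomyopathy and sarcomere lists. In Cy5, the channel labelled *Lrrc10-/-*, none of these lists passed an adjusted p of 0.05 by one-sided Fisher's exact test, and the lowest value, 0.231, belonged to the V-ATPase list with 1 of 20 genes. In Cy3, the channel labelled WT, the nuclear respiratory chain and ATP synthase list had 13 of 85 genes (adjusted p = 8.15e-14) and the sarcomere and calcium handling list 3 of 43 (adjusted p = 0.0104). The ribosomal protein list had 2 of 82 genes (adjusted p = 0.231), and the proteasome list with 39 genes and the mitochondrially encoded list with 2 had none. With saturated probes left out, 0 of 44 genes of the nuclear respiratory chain list and 1 of 39 of the sarcomere list were consistently brighter in Cy3, with an adjusted p of 1 for each.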

Pathway analysis of embryonic and adult *Lrrc10^−/−^* hearts did not identify any biologically relevant downregulated pathways at high level of statistical significance (data not shown).

**Figure 5:**
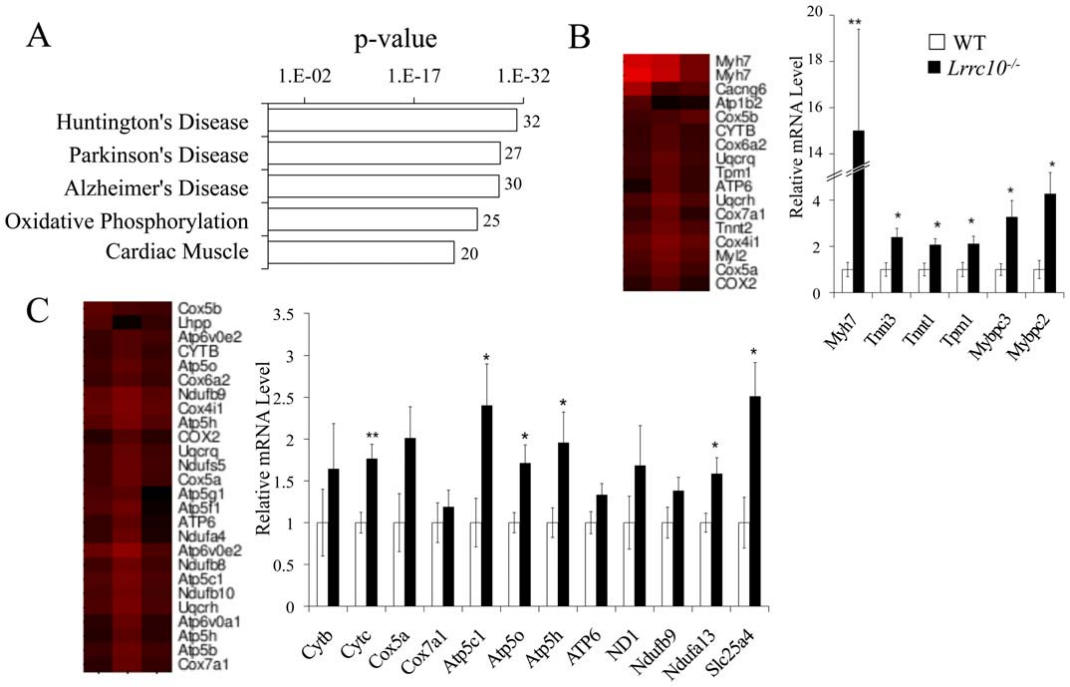
Gene expression profiling of adult *Lrrc10^−/−^* hearts. Microarray analysis was performed on WT and *Lrrc10* ***^−^*** ^*/****−***^ hearts at two months of age to identify dysregulated pathways in the absence of *Lrrc10*. (A) Pathway analysis on genes upregulated 1.2-fold or greater (p<0.05, signal ≥20) at two months of age. Shown are the five most significantly upregulated KEGG pathways in *Lrrc10* ***^−^*** ^*/****−***^ hearts using DAVID. The number at the end of the histograms represents the number of upregulated genes in the KEGG pathway. (B, C) Heat maps from expression profiling (*left*) and qRT-PCR analyses (*right,* n = 6–12) demonstrate upregulation of many (B) cardiac muscle contraction and (C) oxidative phosphorylation transcripts in adult *Lrrc10* ***^−^*** ^*/****−***^ hearts. *Myh7*, β-myosin heavy chain; *Tnni3*, troponin I, cardiac 3; *Tnnt1*, troponin T1, skeletal, slow; *Tpm1*, tropomyosin 1, alpha; *Mybpc3,* myosin binding protein C, cardiac; *Mybpc2*, myosin binding protein C, fast-type; *Cytb*, cytochrome b; *Cytc*, cytochrome c; *Cox5a*, cytochrome c oxidase subunit Va; *Cox7a1*, cytochrome c oxidase subunit VIIa1; *Atp5c1*, ATP synthase, H+ transporting, mitochondrial F1 complex, gamma polypeptide 1; *Atp5o*, ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit; *Atp5h*, ATP synthase, H+ transporting, mitochondrial F0 complex, subunit d; *ATP6,* ATP synthase F0 subunit 6; *ND1*, NADH dehydrogenase subunit 1; *Ndufb9*, NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9; *Ndufa13*, NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 13; *Slc25a4*, solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 4.

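By limma, 2 probes were brighter in Cy5, the channel labelled *Lrrc10-/-*, at an adjusted p under 0.05 and 0 in Cy3, while 456 and 451 had an unadjusted p under 0.05. The 2 probes were those of *Lrrc10* and of the clone gene *4930564B18Rik*. The methods' t-test on the same ratios gave 594 probes brighter in Cy5 and 650 in Cy3 at an unadjusted p under 0.05, and 0 after Benjamini-Hochberg adjustment. The selection used for the pathways was repeated with a ratio of at least 1.2 and a p of each array's log ratio under 0.05 on all 3 arrays. It took 120 probes of 114 genes in Cy5 and 151 probes of 147 genes in Cy3, the channel labelled WT. By the brightest probe of each gene, which stands for it in the gene lists, 91 and 126 genes were taken. Of the 151 probes in Cy3, 26 were saturated in some channel of an array, against 0 of the 120 in Cy5. Without replicate 3 it took 1167 and 665 probes. Limma called 409 and 134 probes there, with the spread estimated from only 2 arrays. With normexp correction and centring on the median the selection took 82 and 9.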

Modest global changes in gene expression were observed at both stages with more than half of genes dysregulated 1.2-fold or greater across all three chips having average changes in gene expression between 1.2- and 1.4-fold. Thus, enrichment of upregulated transcripts in the oxidative phosphoryation and cardiac muscle contraction pathways in adult and actin cytoskeleton pathway in embryonic *Lrrc10^−/−^* hearts represents significant changes in gene expression. 

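In the adult arrays, 217 genes, each read by its brightest probe, were changed at least 1.2-fold the same way on all 3 arrays with a p of each array's ratio under 0.05. The mean change of 10 of them was between 1.2- and 1.4-fold, a share of 4.61% (95% exact Clopper-Pearson interval 2.23% to 8.31%). Their median change was 1.68-fold, the lowest was 1.34-fold, and 70.5% had changed less than 2-fold. With no p criterion the lowest mean change was 1.215-fold. Requiring the p of each array therefore took out the smallest changes, which holds the share down. The share rose most, to 44.3%, when the p of the methods' t-test over the arrays took the place of the p of each array. With no p criterion, 788 genes were at least 1.2-fold changed on all arrays, 246 of them or 31.2% with a mean change of 1.2- to 1.4-fold, and their median change was 1.49-fold.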

Taken together our data show that prenatal *Lrrc10^−/−^* hearts exhibit different global changes in gene expression compared to adult hearts (Fig 4 vs. Fig 5), suggesting that early transcriptional alterations of actin cytoskeletal components may be directly linked to the molecular function of LRRC10 while gene expression changes in adulthood are likely to be compensatory or associated with the progression of DCM.

### Lrrc10^−/−^ Hearts Exhibit Defective Signal Transduction

Alterations in intracellular signal transduction frequently occur in DCM [3]. In an effort to determine molecular defects in *Lrrc10^−/−^* hearts, various signaling pathways known to mediate cardiac hypertrophy were investigated using WT and *Lrrc10^−/−^* heart extracts at 2–3 months of age. Western blotting analyses were performed using antibodies against the p38 and ERK MAPKs, Akt, STAT3, and PKC isoforms. Results indicate no change in the total amount of PKCα or PKCε and no alterations in abundance or phosphorylation status of p38, ERK, or STAT3 in *Lrrc10^−/−^* hearts (Fig 6A). However, *Lrrc10^−/−^* hearts display increased phosphorylation of Akt at Ser 473 without alterations in total Akt abundance (Fig 6B, 6C), suggesting elevated Akt signaling in *Lrrc10^−/−^* hearts.

**Figure 6:**
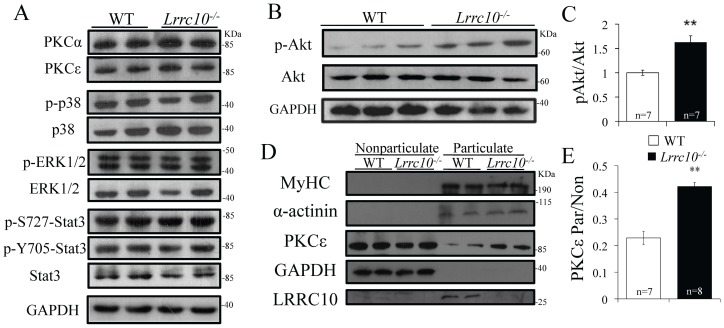
Signal transduction in *Lrrc10^−/−^* hearts. (A) Western blotting analysis for activation of Akt, p38, ERK, and STAT signaling pathways and PKC expression reveals no changes in phosphorylation of p38, ERK, or STAT or protein abundance of PKCα or PKCε. (B) Western blotting indicates hyperphosphorylation of Akt at Ser 473 in *Lrrc10* ***^−^*** ^*/****−***^ hearts. (C) Quantitation of Western blotting confirms increased phosphorylation of Akt in *Lrrc10* ***^−^*** ^*/****−***^ hearts (n = 7). Phosphorylated Akt was normalized to total Akt expression and GAPDH was used as a loading control. (D) Representative Western blotting of particulate and nonparticulate fractions of adult heart extracts in control (WT) and *Lrrc10* ***^−^*** ^*/****−***^ mice. (E) Quantification of PKCε expression in the particulate fraction relative to the nonparticulate fraction. Myosin heavy chain (MyHC) and α-actinin were used as a particulate/myofilament loading control.

PKCε is a critical mechanosensing molecule in cardiomyocytes [42]. Activated PKCε has been shown to translocate to the Z-disc and T-tubule in response to a variety of stimuli, resulting in increased abundance in the particulate fraction relative to the cytosolic fraction of heart extracts [43], [44], [45], [46]. Therefore, to gain insight into translocation and activation of PKCε, cardiac extracts were separated into particulate and nonparticulate fractions (Fig 6D). Immunoblotting for PKCε illustrates markedly enhanced translocation to the particulate fraction in *Lrrc10^−/−^* hearts (Fig 6D, 6E), suggesting PKCε activation. Normal localization of actinin and MyHC to the myofilament-enriched particulate fraction and GAPDH in the cytosolic fraction was detected in both control and *Lrrc10^−/−^* hearts (Fig 6D). Therefore, adult *Lrrc10^−/−^* hearts exhibit elevated Akt and PKCε signaling.

### Lrrc10^−/−^ trabecular myocardium does not exhibit significant defects in force development

To determine whether LRRC10 has a direct effect on myofilament force development, myocardial contractility was evaluated in skinned trabeculae of three months old WT and *Lrrc10^−/−^* mice. Analyses revealed no significant difference in sarcomere length (SL)-dependent increase in passive force generation (Fig 7A), Ca^2+^ sensitivity of force or apparent cooperativity in activation of force (Fig 7B) in the absence of *Lrrc10*. Force-pCa relationships at SL 2.20 μm were nearly identical in WT and *Lrrc10^−/−^* skinned trabeculae (Fig 7B), yielding pCa_50_  = 5.90 for both control and *Lrrc10^−/−^* trabeculae and Hill coefficients (n_H_) of 2.54 and 2.46 for control and *Lrrc10^−/−^* trabeculae, respectively.

**Figure 7:**
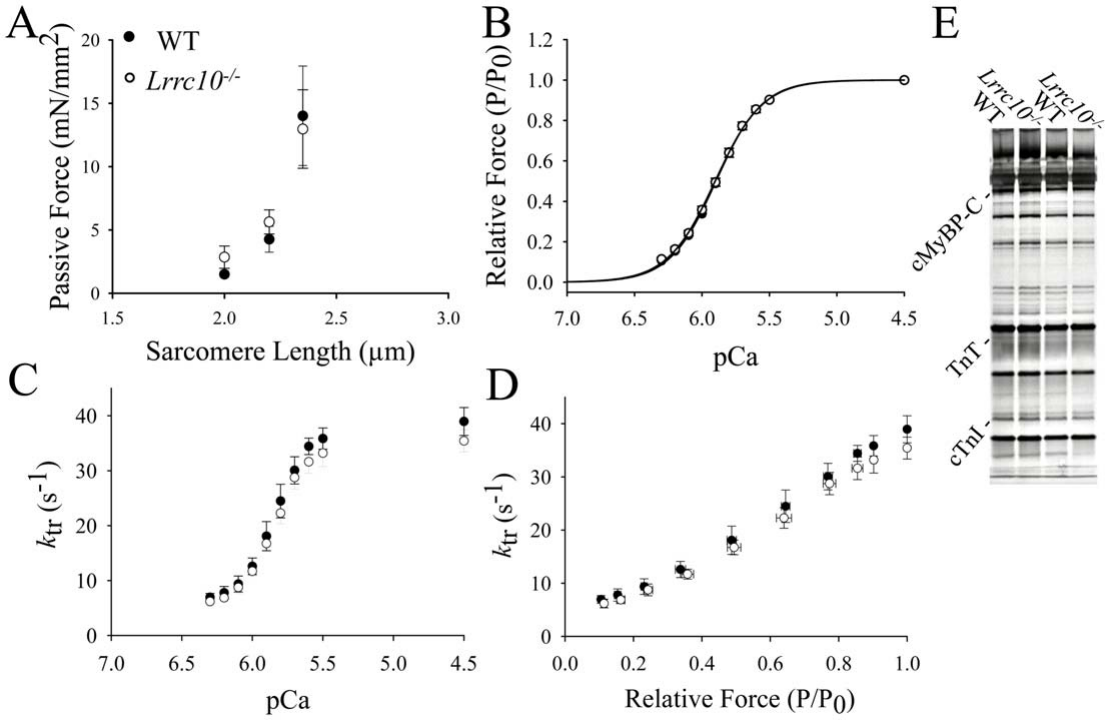
Contractility of skinned myocardium and myofibril protein composition are not altered in *Lrrc10^−/−^* mice. (A) SL-dependent increase in passive force is unaltered in *Lrrc10* ***^−^*** ^*/****−***^ skinned trabeculae. The passive forces were measured in pCa 9.0 first at SL 2.00 μm then at 2.22 and finally at 2.35 μm in WT (n = 4; closed circles) and *Lrrc10* ***^−^*** ^*/****−***^ (n = 4; open circles) skinned trabeculae. (B) Force-pCa relationships established at SL 2.20 μm yielded nearly identical sigmoidal plots in WT and *Lrrc10* ***^−^*** ^*/****−***^ skinned trabeculae. (C–D) Deletion of *Lrrc10* has no effect on the rate of force redevelopment. (C) *k*_tr_-pCa and (D) *k*_tr_-relative force relationships were established at SL 2.22 μm in skinned trabeculae. (E) Silver staining for myofibril protein composition in WT and *Lrrc10* ***^−^*** ^*/****−***^ hearts.

Therefore, passive force generation at a given sarcomere length is similar in control and *Lrrc10^−/−^* myocardium and myofilament calcium sensitivity is unaltered by *Lrrc10* deletion. The apparent rate of force redevelopment was not significantly different in *Lrrc10^−/−^* skinned trabeculae (Fig 7C, 7D), suggesting that deletion of *Lrrc10* does not alter cross-bridge cycling kinetics. Furthermore, deletion of *Lrrc10* had no significant effect on the expression of several myofibrillar proteins as detected by silver staining (Fig 7E), suggesting that alterations in myofilament protein composition are not responsible for systolic dysfunction observed in *Lrrc10^−/−^* hearts (Fig 1). No significant differences in expression of α-actinin, α-actin, myosin binding protein C (Mybpc), cardiac troponin T (cTnT), or cardiac troponin I (cTnI) were detected between WT and *Lrrc10^−/−^* hearts by Western blotting (Figure S2). Therefore, although LRRC10 is required to maintain proper cardiac contractile function, it does not directly regulate myofilament cross-bridge cycling kinetics.

## Discussion

DCM is by far the most common form of pediatric cardiomyopathy, representing 50–60% of all childhood cardiomyopathies [47], [48]. However, the molecular pathways leading to DCM remain largely unknown. Here, we demonstrate that *Lrrc10^−/−^* mice exhibit systolic dysfunction in utero that develops into DCM in postnatal life with progressive deterioration of cardiac function in adulthood. Deletion of a number of genes with critical roles in cardiac physiology does not result in cardiac defects at baseline, but shows the development of DCM in response to biomechanical stress [49], [50]. Notably, *Lrrc10^−/−^* mice develop DCM without pathological stress, indicating a crucial role of LRRC10 in proper cardiac function.

We demonstrate that LRRC10 physically interacts with α-actin and α-actinin in the heart and directly interacts with all actin isoforms in vitro. Disturbance of the mechanical link between the Z-disc and the sarcolemma and/or cytoskeletal proteins has been shown to cause DCM [3], [16]. α-actinin binds a plethora of Z-disc and costameric proteins and mutations in α-actinin are associated with DCM in humans [51]. γ-actin forms a mechanical linkage that stabilizes the sarcomere from mechanical stress in muscle [52] and mutations in cardiac α-actin cause DCM in humans [53] and mice [54]. The LRR domain of tropomodulin-1 is responsible for its localization to the pointed ends of actin filaments at the Z-disc [55] and the testis-specific LRRC67 interacts with α-, β-, and γ-actin to form a cyotoskeletal complex [56], suggesting that the LRR motifs can serve as an actin binding domain. Further, deletion of enigma homologue protein (ENH) results in DCM, likely by disruption of a costameric complex that links the Z-disc to the sarcolemma by interacting with α-actinin and filamin C [16]. In addition to structural roles, Z-disc associated proteins and LRRCs play a role in intracellular signal transduction. LRRC39 regulates serum response factor-mediated signaling in cardiomyoctes [10] and LRRC67 interacts with and regulates the activity of protein phosphatase 1 (PP1), thereby providing a platform to properly localize signaling molecules to the actin cytoskeleton [56], [57]. Thus, it is plausible that LRRC10 serves as a biomechanical link between the sarcomere and actin cytoskeleton and may transduce critical signals in response to mechanical stress or other stimuli.

Microarray analyses identified upregulation of a number of cytoskeletal transcripts in prenatal *Lrrc10^−/−^* hearts, prior to ventricular dilation, suggesting early defects in actin cytoskeletal function. Embryonic *Lrrc10^−/−^* hearts also upregulate the mechanosensitive gene, *ANF*, as well as *integrin-β1*, *ILK*, and *parvin-α*. Likewise, *Integrin-β1* (*Itgb1*) transcripts [58] and ILK, parvin-α [59], and integrin-β1D [58], [60] protein levels are increased in the heart in response to biomechanical stress.

In contrast, microarray analyses of adult *Lrrc10^−/−^* hearts indicate that oxidative phosphorylation is the most significantly upregulated pathway. 

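The median log2 ratio of the 107 oxidative phosphorylation genes, Cy5 (labelled *Lrrc10-/-*) over Cy3 (labelled WT), was −0.32, 0.07 and −0.16 on replicates 1, 2 and 3, and −0.06 over the gene means (adjusted p = 0.0103 from limma's camera with a preset correlation of 0.01). On all 3 arrays, 9 of the genes were brighter in Cy5 and 29 in Cy3. The cardiac muscle contraction list lay at −0.12, −0.16 and −0.19 on the replicates, with a median of −0.12 over the gene means (adjusted p = 0.00698). Neither call held under limma's fry (adjusted p = 0.656 and 0.127) or with an estimated correlation (0.894 and 0.566). With normexp correction and centring on the median the medians were 0.33 and 0.20 (adjusted p = 0.0892 and 0.886). With saturated probes left out they were 0.03 and −0.02 (adjusted p = 0.357 and 0.967), and 8 of the 64 remaining oxidative phosphorylation genes were brighter in Cy5 on all arrays and 2 in Cy3.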

Global gene expression profiling of human DCM has identified oxidative phosphorylation as a significantly upregulated pathway [61], [62], [63], including upregulation of the TCA cycle and ATP synthesis pathways, suggesting that the observed upregulation of oxidative phosphorylation genes may be a general compensatory response in the pathogenesis of some forms of DCM. 

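The sarcomere and calcium handling list, with 43 genes on the adult arrays, had a median log2 ratio of −0.10, Cy5 (labelled *Lrrc10-/-*) over Cy3 (labelled WT), and an adjusted p of 0.168 from limma's camera. Its median was 0.03, −0.24 and −0.12 on replicates 1, 2 and 3. The median over the gene means turned to 0.18 (adjusted p = 0.886) with normexp correction and centring on the median, where that of all tested probes was 0.16. Without replicate 2 it was 0.004 (adjusted p = 0.854). It stayed negative with normexp and loess (−0.04), without replicate 1 (−0.09) and without replicate 3 (−0.15). With saturated probes left out, the median of the remaining 39 genes was −0.02 (adjusted p = 0.967). Of these genes, 4 were brighter in Cy5 on all arrays and 5 in Cy3. For *Tnnt2* and *Myl2*, whose brightest probes were saturated in each channel of all arrays, no ratio is given, and the unsaturated *Tnnt2* probe gave a log2 ratio of −0.09 ± 1.22 (SD, n = 3 arrays).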

Despite no significant effect of *Lrrc10* deletion on myofilament contractile kinetics or the composition of myofilament proteins, transcription of multiple myocardial contractile genes was significantly upregulated in adult *Lrrc10^−/−^* hearts. This phenomenon has also been observed in expression profiling of human DCM patients, which also upregulate *TNNI3*, *MYL2, MYBPC, TNNT2*, and *TPM1* [62], [63], [64].

*Lrrc10^−/−^* hearts exhibit eccentric cardiac growth and progress directly to a dilated phenotype without undergoing concentric hypertrophy. Eccentric hypertrophy occurs via addition of sarcomeres in series resulting in longer cardiomyocytes and dilation at the whole organ level. Therefore, eccentric cardiac growth can result in increased organ weight in the absence of increased cell surface area at the individual myocyte level as a consequence of serial addition of sarcomeres and ventricular dilation [65], [66]. In contrast, concentric hypertrophy occurs by addition of sarcomeres in parallel resulting in greater cell surface area at the individual myocyte level and increased LV wall thickness [65], [66].

Analyses of hypertrophic signal transduction pathways in adult *Lrrc10^−/−^* hearts indicate activation of PKCε and Akt. PKCε binds actin [67] and other Z-disc and costameric proteins [68], [69] to mediate mechanosensitive signaling in cardiomyocytes [42], [68]. Overexpression of constitutively active PKCε results in concentric [70] or eccentric hypertrophy and DCM [43], [71] in vivo. However, overexpression of constitutively active PKCε in cardiomyocytes in vitro results in cell elongation [42], [72]. Therefore, PKCε activation may mediate eccentric cardiac growth and remodeling in *Lrrc10^−/−^* hearts. Moreover, *Lrrc10^−/−^* hearts do not exhibit changes in ERK 1/2 activation [73] or STAT3 signaling [74], which is associated with concentric hypertrophy.

Akt is a critical regulator of cardiomyocyte growth [75], [76] that is often activated as a protective response to cardiac stress [75], [76]. Enhanced phosphorylation of Akt at Ser 473 has been observed in other animal models of DCM, including *cTnT* K210 deletion mice [77] and tachypacing-induced DCM in dogs [78], [79], as well as in response to transverse aortic constriction in mice [59], [80]. Increased phosphorylation of Akt at Ser 473 has also been detected in the failing human heart [59], [81].

PKCε interacts with and phosphorylates myofilament proteins in the heart [43]. Upregulation of myofilament transcripts in the *Lrrc10^−/−^* heart may be a response to PKCε activation. Indeed, hearts from PKCε transgenic mice upregulate protein levels of cardiac α-actin, troponin T2, α-tropomyosin, and myosin light chain [82]. Both PKCε [83] and Akt [75], [76], [84] mediate cardioprotective effects in part through phosphorylation of mitochondrial proteins. Upregulation of oxidative phosphorylation transcripts in *Lrrc10^−/−^* hearts could be due to PKCε- or Akt-mediated alterations of mitochondrial function. Importantly, activation of cardioprotective PKCε [46], [82] and Akt [75], [76] signaling may be a mechanism for *Lrrc10^−/−^* hearts to be protected from deleterious apoptosis and fibrosis and avert severe heart failure.

We have previously demonstrated that knockdown of Lrrc10 expression in zebrafish embryos results in cardiac dysfunction and embryonic lethality [6] whereas *Lrrc10^−/−^* mice survive to adulthood and develop DCM. Genetic and functional redundancy in the mammalian heart and/or compensatory mechanisms may account for phenotypic differences observed from germline deletion of *Lrrc10* in mice compared to knockdown in zebrafish. Species differences in phenotypic defects have been reported. Knockdown of Gata5 in zebrafish results in abnormal heart development [85] while *GATA5* homozygous knockout mice lack a discernible cardiac phenotype [86]. Knockdown of *cypher* expression in zebrafish results in pericardial dilation and thin ventricular wall without lethality [87] while deletion of *Cypher* in mice results in DCM and mortality between postnatal days 1 and 5 [88].

Here, we report that LRRC10 is required for proper mammalian cardiac function. *Lrrc10^−/−^* mice exhibit prenatal systolic dysfunction that results in early onset DCM and progressive postnatal cardiac functional deficits. *Lrrc10^−/−^* mice will therefore provide an opportunity to investigate childhood cardiomyopathy.

## Supporting Information

Figure S1 ***Lrrc10^−/−^*** **hearts undergo normal proliferation.** Immunostaining for phosphohistone H3 (p-H3) as a mitotic marker in WT and *Lrrc10^−/−^* heart sections showed no alterations in proliferation at E13.5 or one month of age.
(PDF) Click here for additional data file.

Figure S2 **Myofibril protein expression in** ***Lrrc10^−/−^*** **hearts.** No significant difference in protein expression of myofibril proteins between WT and *Lrrc10^−/−^* hearts at four months of age was detected by Western blotting (n = 3–4) using various antibodies as indicated. *cTnI*, cardiac troponin I; *cTnT*, cardiac troponin T; *Mybpc*, myosin binding protein-C.
(PDF) Click here for additional data file.

Materials and Methods S1 **Supplemental Methods.**
(DOCX) Click here for additional data file.

# Supplementary material for: Ablation of the Cardiac-Specific Gene Leucine-Rich Repeat Containing 10 (Lrrc10) Results in Dilated Cardiomyopathy
**Source:** PLoS One. 2012 Dec 7;7(12):e51621. doi: 10.1371/journal.pone.0051621
**Supplement:** Materials and Methods S1 — Supplemental Methods.

**Supplemental Methods**

*Microarray Analysis*

Microarray analyses were performed using RNA isolated from wildtype or *Lrrc10^-/-^* mouse hearts at two month of age. 

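The selection rests on a p-value, a minimum processed signal and the fold change on each chip. The methods name a t-test for the statistics in general and do not say whether the p of this selection is that of the t-test. The p-value that the scanner software gives for each array's own ratio was used here, since the arrays were read from the output of that software. With the p of limma over the 3 arrays in its place, 273 probes were consistently brighter in Cy5, the channel labelled *Lrrc10-/-*, and 330 in Cy3. The p of the methods' t-test gave 286 and 334 probes, and the fold change alone 507 and 577.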

Standard clustering of microarray data obtained from three independent biological replicates was performed using EDGE3 [1] to obtain a data set of probes with a p-value<0.05 and minimum processed signal of 20, which was further sorted into probes with consistently increased or decreased expression at or above 1.2-fold change in all three chips. 

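The background named for the pathway query was applied to the adult arrays as genes with a p under 0.01 on all 3 arrays and a mean processed signal of at least 50, together with the consistently changed genes. It held 616 genes, among which 15 were in the oxidative phosphorylation list and 11 in the cardiac muscle contraction list. Of these, 13 and 8 were consistently brighter in Cy3, the channel labelled WT (one-sided Fisher's exact test, adjusted p = 4.23e-07 and 0.00144), and 1 and 0 in Cy5. All of the 13 and 7 of the 8 were saturated in Cy5 on all 3 arrays. With saturated probes left out, tested against all genes, 0 and 1 were consistently brighter in Cy3.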

Dysregulated pathways were determined by querying data sets of upregulated or downregulated genes in DAVID [2,3] after background normalization to the original list of probes (p<0.01, processed signal ≥50) obtained by standard clustering of data from all three chips. Significantly dysregulated pathways were determined using the functional analysis tool in DAVID to identify KEGG pathways that were enriched in consistently up or downregulated genes.

*Quantitative Real Time PCR*

qRT-PCR was performed using FastStart SYBR Green Master (Roche) on a BioRad iCycler. Data were generated using the standard curve method and normalized to 18S expression. All samples were assayed in duplicate with nearly identical replicate values. Primer sequences for ND1, cytb, Cox5a, and ATP6 were previously published [4]. All primers were thoroughly evaluated by melt curve analysis to ensure the amplification of a single, desired amplicon. The following primers were designed using Primer Express 1.0 (ABI Prism) and used for qRT-PCR experiments:

18S for 5’CGCCGCTAGAGGTGAAATTCT3’

18S rev 5’CGAACCTCCGACTTTCGTTCT3’

ANF (*Nppa*) for 5’GTGGACTAGGCTGCAACAGCTT3’

ANF (*Nppa)* rev 5’ACACACCACAAGGGCTTAGGA3’

β-MHC (*Myh7*) for 5’CAGCCATGCCAACCGTATG3’

β-MHC (*Myh7*) rev 5’TTCCACGATGGCGATGTTC3’

BNP for (*Nppb*) 5’TTCACCAATGGTGACAAAATCG3’

BNP rev (*Nppb*) 5’CAAGCTTTGGTGCCGTTGA3’

Cytc for 5’CAGGAGGCAACTGTCTATTCTTGAC3’

Cytc rev 5’TTGCAGATCAACTATAAAGAAGTGTTA3’

Cox7a1 for 5’GACTGACCATGACGCTGACTCT3’

Cox7a1 rev 5’TTAGCATATTTATTGATGTTTGTCCAA3’

Atp5c1 for 5’GTCATCACAAAGGAGTTGATTGAAAT3’

Atp5c1 rev 5’TGGACCAAGTTTCTTCTGACAAAG3’

Atp5o for 5’GTGCACAGTGACCACAGCATCT3’

Atp5o rev 5’TAACTCAGAGAGAACAGCGTCATCTA3’

Atp5h for 5’TGGCTTGGTGGATGATTTTGA3’

Atp5h rev 5’CAAACTCAGCACAGCTCTTCACAT3’

Ndufb9 for 5’TCCAAGAGAGAGCAGTGGAAGAA3’

Ndufb9 rev 5’AGGAGGCAAAGCTTCAGTCATAA3’

Ndufa13 for 5’TCGAAGGTGAAGCAGGACATG3’

Ndufa13 rev 5’CTCATCATTCTCCAGTAGCCAAAG3’

Slc25a4 for 5’TGACACTGTTCGTCGTAGGATGA3’

Slc25a4 rev 5’CAATCTTCCTCCAGCAGTCAAGT3’

Tnni3 for 5’CAAAAGTCACCAAGAACATCACTG3’

Tnni3 rev 5’TGCCACGGAGGTCATAGATCT3’

Tnnt1 for 5’AGAAATATGAGATCAATGTGCTCTACAAC3’

Tnnt1 rev 5’GTCCTGGCAGTCTCACTTCCA3’

Tpm1 for 5’GACCACGCTCTCAACGATATG3’

Tpm1 rev 5’GACATCCAGCTTGACGAAGGA3’

Mybpc3 for 5’CCTGGAGGTGCGAGTTCCT3’

Mybpc3 rev 5’GCATCCATTTGTACCTAGCCATCT3’

Mybpc2 for 5’TTTGATGCAGGGACCTATTCCT3’

Mybpc2 rev 5’GTTCTGATGACTTATTTAGCAGGTGATG3’

**REFERENCES**

1. Vollrath AL, Smith AA, Craven M, Bradfield CA (2009) EDGE(3): a web-based solution for management and analysis of Agilent two color microarray experiments. BMC Bioinformatics 10: 280.

2. Sherman BT, Huang da W, Tan Q, Guo Y, Bour S, et al. (2007) DAVID Knowledgebase: a gene-centered database integrating heterogeneous gene annotation resources to facilitate high-throughput gene functional analysis. BMC Bioinformatics 8: 426.

3. Huang da W, Sherman BT, Tan Q, Kir J, Liu D, et al. (2007) DAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene lists. Nucleic Acids Res 35: W169-175.

4. van den Bosch BJ, van den Burg CM, Schoonderwoerd K, Lindsey PJ, Scholte HR, et al. (2005) Regional absence of mitochondria causing energy depletion in the myocardium of muscle LIM protein knockout mice. Cardiovasc Res 65: 411-418.

How the deposited data were processed for this re-analysis (not part of the article)

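Gene expression in adult hearts was measured with 2-colour Agilent whole mouse genome arrays. Each of 3 arrays (replicates 1 to 3) compared RNA pooled from 2 hearts labelled with Cy5 against RNA pooled from 2 hearts labelled with Cy3, at 2 months of age. The sample labels give Cy5 to Lrrc10−/− hearts and Cy3 to WT hearts on every array, with no dye swap. The labels describe the WT channel as a reference pool, which leaves open whether one WT pool served all arrays, and in that case the test of the ratio against 0 leaves out the spread between WT pools. The arrays lay on one slide and were scanned together, so slide and scan could not be tested as batches. Arrays of embryonic hearts were not analysed here.

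The authors deposited, for each array, the output of Agilent Feature Extraction 9.1.3.1. Its mean signal and background intensity columns are unnormalized. Its processed signal intensities, as deposited, had the local background subtracted, spatial and multiplicative trends removed and the dyes normalized by a linear and a lowess step within each array, and spots not above background carry a surrogate value. The deposited log10 ratio is that of the processed signals, Cy5 over Cy3, and is 0 where both channels are surrogates, which held for 6449, 6092 and 5766 gene spots on replicates 1, 2 and 3. The deposited p-value belongs to the ratio of one spot on one array. The authors' second table of log10 ratios equals those of the arrays, apart from a value it lacks.

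Of 45018 spots per array, 43379 were gene spots, and 11, 21 and 4 of these were left out as outliers on replicates 1, 2 and 3. The median processed signal of the arrays was 144.2, 171.3 and 125.5 in Cy3 and 142.5, 173.4 and 124.8 in Cy5. In Cy5 140, 150 and 197 spots were saturated and in Cy3 55, 81 and 126. Saturated spots were kept. The number of arrays limits the precision of every value.

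Ratios were put on the log2 scale, and the spots of a probe were averaged, which gave 41174 probes. Gene names were taken from a reference table by the RefSeq accession of the probe for 24844 probes, and otherwise from the array's own annotation, which can be old. Probes with a mean processed signal over both channels and all arrays (geometric) of at least 20 were tested, which were 29576 probes of 20603 genes. The intercept of the log2 ratios was fitted with limma 3.58.1 in R 4.3.3 and moderated with eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment. The study's selection was repeated as a ratio of at least 1.2 the same way and an array p under 0.05 on all 3 arrays, at the same signal minimum. The methods name a t-test for the statistics in general and do not say whether it gave the p of this selection, so the p of each array was used and the t-test was run as an alternative. Where a gene had several probes, the brightest by mean signal stood for it in gene lists and among the genes named by the paper. Bounds written as at least N-fold set the mean of the brighter channel against the higher of the lowest signal of a probe well above background and the dim probe's own signal, array by array, after loess and Aquantile normalization, and are open to dye bias.

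Gene lists were compiled from families of gene symbols in place of the KEGG lists, and there were 9 of them: oxidative phosphorylation, cardiac muscle contraction, dilated cardiomyopathy, sarcomere and calcium handling, nuclear respiratory chain and ATP synthase, mitochondrially encoded respiratory chain, V-ATPase, ribosomal proteins and proteasome. The oxidative phosphorylation list is made up of the nuclear, mitochondrially encoded and V-ATPase lists. The cardiac muscle contraction list is the sarcomere list with complexes III and IV of the respiratory chain, so tests of these lists are not independent. The log2 ratios of the lists were tested with limma's camera at a correlation of 0.01 between genes, with fry and an estimated correlation beside it. Their enrichment among the selected genes was tested with one-sided Fisher's exact tests against the 20603 genes. Marker lists for atria, skeletal muscle, red blood cells, fat, extracellular matrix, sex and the circadian clock were read as medians per array.

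The rule for genes named in the text took every gene the paper names for adult hearts, the deleted gene, and up to 5 genes in each direction with the largest mean ratio among probes called by limma and well above background in both channels of all arrays. Only Lrrc10 met the second part. These choices, the gene lists and the alternatives were written before the data were examined, with the exceptions listed here. The enrichment in Cy3, the exchange of the channels and the omission of saturated probes were added after the Lrrc10 ratio and the saturation had been seen. Several decisions on the explanations tested were also made late. The regression of the ratios on probe GC content alone and on mean signal alone was added after the planned regression on both had been seen, as were the comparison of atrial and skeletal markers with Nppa and Myh7 array by array, the reading of both as undecided, which had first been read as arguing against these tissues, the reading of base composition as undecided, for which the planned outcome had been met with both terms and GC content alone had been read as arguing against it, the test of the knockout allele by the ratio of Lrrc10, the limits for the Y-linked genes, the use of Myh7, Nppa and Nppb in place of the Lrrc10 probe to test exchanged dyes, the reading of brightness as undecided, which had first been read as arguing against it, the reading of the atrial markers on replicate 2 as undecided, which had first been read as pointing to atrial tissue, and the reading of the blood markers as undecided, which had first been read as arguing against blood.

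The steps were tested on simulated data drawn with the spread of the real arrays over 29576 probes. With 200 probes changed by a log2 ratio of 1 or 2, limma recovered 0% of them, and with a ratio of 4 it recovered 89%. Each probe's SD over the 3 real arrays served as its true spread. Such SDs differ more between probes than the true spreads do, so these shares may be too low for the real arrays. With nothing changed limma called 0 probes. Alternatives covered the background correction and normalization, the filter on dim probes, the moderation, the p-value of the selection, the probe chosen per gene, the enrichment background, the gene list test and leaving out each array. The methods' t-test was run on the same ratios. Plots were drawn with matplotlib.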

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

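The tests of exchanged dyes, of a single mislabelled array, of the knockout allele, of sex and of the clock genes by array were chosen after the results had been seen. The genes named here other than Lrrc10 were also chosen after their values were seen, and all ratios are Cy5 (labelled Lrrc10−/−) over Cy3 (labelled WT).

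The paper does not report the array signal of the deleted gene. The Lrrc10 probe had a mean log2 ratio of 5.37, with 4.91, 5.56 and 5.65 on the 3 arrays, so it was brighter in the channel labelled as knockout. The mean ratio is 41.4-fold. One mislabelled array is argued against, since 0 arrays lay opposite to the others. An exchange of the 2 dyes in the labels of all arrays is a candidate explanation. The paper reports Myh7, Nppa and Nppb to be higher in Lrrc10−/− hearts by qRT-PCR, in older mice than those of the arrays. By their processed signals, 3 of 3 genes were brighter in Cy3 on all arrays. For Nppb on replicate 2 this depended on the dye normalization, since its unnormalized log2 ratio there was 0.06. The brightest probes of Myh7 and Nppa were brighter in Cy3 on all arrays without it. These genes are no independent proof, because their ratios had been seen before the test was written, and the samples were kept as labelled. A knockout allele that is still transcribed, up to the WT level, is argued against as the whole explanation, since the lowest ratio on an array was 4.91 and the probe would then be about as bright in both channels. Transcription above the WT level was not tested. An effect of the dyes on this one probe stays open as well, because no array had the dyes swapped. Such an effect would have to be unusually large. The probe's unnormalized log2 ratios were 4.99, 5.27 and 5.51. Over all tested probes the SD of the log2 ratios was 0.52, 0.60 and 0.51 on the arrays. No other biological explanation was tested.

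A probe of 4930564B18Rik, a clone gene that the reference table lists as Erich6b, had a mean log2 ratio of 4.83 (4.50, 4.78 and 5.20 on the arrays) and an adjusted p of 0.00855 from limma. It was well above background in Cy5 on 3 arrays and in Cy3 on 0, which gives a bound of at least 6.57-fold. A second probe of the gene was well above background in neither channel and had log2 ratios of 0.44, −0.24 and 0.30. For the number of probes called by limma the sign patterns of the arrays decide nothing about chance, as 2 of 4 patterns gave as many calls and 4 patterns cannot give a share under 0.05. With replicate 2 left out limma called 0 probes in Cy5, and with replicate 3 left out 409, each time with the spread estimated from 2 arrays. A dye effect and a genetic difference between the mice remain open and no other explanation was tested.

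Ppm1h and Spon2 had the largest mean ratios in Cy5 and Cy3 among the genes that the paper does not name, counting only probes that passed the study's selection and were unsaturated and well above background in both channels of all arrays. Ppm1h had log2 ratios of 2.20, 2.08 and 1.89 (mean 2.06, adjusted p = 0.291 from limma), and Spon2 −2.75, −3.33 and −0.66 (mean −2.25, adjusted p = 0.969), so neither passed the threshold over all probes. Unequal numbers of females and males are argued against, since the largest mean log2 ratio of a Y-linked gene was 0.486 and Xist was well above background in 0 channels. Red blood cell genes had medians of 0.65, 1.00 and −0.11 on the arrays, and their mean of 0.515 leaves blood in one channel's pools open because replicate 3 lay on the other side of 0. An effect of the dyes and the genotype stay open.

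Near the deleted gene, consistently changed genes, counted by any of their probes, were more frequent than elsewhere. Of 78 genes within 10 Mb of Lrrc10, 5 or 6.41% were consistently changed, against 224 of 16256 or 1.38% elsewhere (two-sided Fisher's exact p = 0.00477, a test planned beforehand). Ppm1h, Slc16a7 and Cpm (listed on the array as E030045M14Rik, and not well above background in Cy3) were brighter in Cy5, and Phlda1 and Best3 in Cy3. This may reflect DNA of the strain used for gene targeting around the deleted gene, which would differ between the channels whichever of them held the knockout. An effect of the deletion on neighbouring genes was not tested and stays open.

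Clock genes differed between the channels on replicates 1 and 2. The median log2 ratio of 9 clock output genes (Dbp, Tef, Hlf, Ciart and the Per and Nr1d genes) was 1.39, 0.90 and 0.28 on the arrays. Arntl lay at −2.87, −2.82 and −0.29, and Clock by its brightest probe nearer 0, at −0.50, −0.17 and −0.08. No ratio is given for Npas2, whose probe was well above background in both channels on 0 arrays. In the planned test, by the brightest probe of each gene, 1 of 15 clock genes, Per3, was consistently changed (two-sided Fisher's exact p = 0.147). By any probe of a gene, counted so after the values had been seen, 2 were, Per3 and Tef (two-sided Fisher's exact p = 0.0151), so the 2 ways of counting part. Different times of dissection of the pools of replicates 1 and 2 may account for the opposite movement of the output genes and Arntl, but the value of 0.278 on replicate 3 comes from genes picked for the pattern, and a change of the clock in these hearts cannot be told apart from it.

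The external spike-in controls, 320 spots of 10 probes per array, had median log2 ratios of 0.68, 2.50 and −5.32. On replicate 3 their median processed signal was 41.5 in Cy5 and 1781 in Cy3. The Lrrc10 probe did not follow them on that array. Which amounts were added to each channel is not known, and no explanation was tested.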

How the results depend on the processing

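No paired analysis was possible because each array already sets one pool against another and the ratios form a single group. The omission of saturated probes and the exchange of the channels were tried only after the results had been seen. In what follows higher means brighter in Cy5, the channel labelled Lrrc10−/−, and lower brighter in Cy3. Where no cause is given, the cause was not tested.

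Centring the processed log ratios on each array's median over all its probes changed nothing, because that median was already 0 (over the tested probes it was 0.0046, 0.0061 and −0.0072), and the second deposited table holds the same ratios, so neither tests stability. Across the other alternatives, the oxidative phosphorylation, cardiac muscle contraction and dilated cardiomyopathy lists were never enriched among consistently higher genes, apart from the exchange of the channels.

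Limma called 2 probes higher and 0 lower. It called 1 higher with normexp and loess, with probes well above background only, with a signal of 20 in both channels of every array and with a mean signal of 50, and 0 higher with no signal filter. The methods' t-test gave 594 higher and 650 lower at an unadjusted p under 0.05, and 0 after adjustment. Without one replicate, the number of higher probes ranged from 0 to 409 and of lower probes from 0 to 134. The highest came without replicate 3; with any replicate left out the spread is estimated from 2 arrays. The Lrrc10 ratio was between 4.31 and 5.60, and its adjusted p lay between 4.57e-61 and 0.975. It was 0.975 with no signal filter, where Myh7, Nppa and Nppb had the same value, and 0.0793 without replicate 2. Without replicate 3, Myh7 reached an adjusted p of 1.84e-06 at a ratio of −2.29, against up to 1 elsewhere.

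The selection by the study's rule gave 120 higher and 151 lower probes, a split of 44.3% higher. It gave 61 and 75 with normexp and loess, and 82 and 9 with normexp and centring on the median, a split of 90.1% higher. That scaling moved the median of all tested probes to 0.16, against 0.0014 otherwise. With the p of the t-test over the arrays there were 286 and 334 probes, with the p of limma 273 and 330, and with no p criterion 507 and 577. Without one replicate they ranged from 573 to 1167 higher and from 439 to 665 lower, since a probe then had to pass on fewer arrays.

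The share of genes with a mean change of 1.2- to 1.4-fold was 4.61%. It was 22.4% with normexp and loess, 13.2% with normexp and centring, 44.3% with the t-test p, 11.7% with the limma p and 31.2% with no p criterion. Without one replicate it ranged from 5.14% to 9.17%.

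Camera's calls depended on the test, the normalization and the array. The median log2 ratio was −0.063 for oxidative phosphorylation and −0.12 for cardiac muscle contraction, and both lost their call with an estimated correlation (−0.063 and −0.12, adjusted p = 0.894 and 0.566) and with fry (−0.063 and −0.12, adjusted p = 0.656 and 0.127). With normexp and centring on the median, the medians turned to 0.33 for oxidative phosphorylation, 0.20 for cardiac muscle contraction and 0.30 for dilated cardiomyopathy, all on the side of the shift of all probes. The dilated cardiomyopathy median, at −0.071 and not called, was 0.014 with normexp and loess. Without one replicate, oxidative phosphorylation ranged from −0.22 to −0.0078, cardiac muscle contraction from −0.14 to −0.10 and dilated cardiomyopathy from −0.090 to 0.092, positive without replicate 2. The first 2 were called only without replicate 2. With normexp and centring, Tnni3, Mybpc2 and Cycs had log2 ratios of 0.036, 0.061 and 0.16 and lay above 0.

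The lower genes held 13 of the oxidative phosphorylation list, 8 of the cardiac muscle contraction list and 3 of the dilated cardiomyopathy list. With normexp and centring they held 0, 0 and 0. Under the other alternatives written beforehand the first 2 stayed enriched. The third was no longer called with probes well above background only (3 genes, adjusted p = 0.0508), the t-test p (3), the limma p (4), no p criterion (5), all probes of a gene (3) or the study's background (3), and without one replicate it held 4 to 6 genes, not called without replicate 2 or 3. The ranges over the alternatives were 0 to 21, 0 to 13 and 0 to 6 genes.

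With saturated probes left out, the medians were 0.032 for oxidative phosphorylation and −0.023 for cardiac muscle contraction, and the lower genes held 0, 1 and 1 of the 3 lists. Fewer genes remained, 64, 48 and 72. With the channels exchanged, every sign changed: limma called 0 higher and 2 lower probes, the medians were 0.063, 0.12 and 0.071, the higher genes held 13, 8 and 3 of the lists and the lower genes 1, 0 and 0, and the ratios of Lrrc10, Nppa and Myh7 were −5.37, 0.78 and 1.82.

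Signal limits the genes at both ends. The 36 tested probes saturated in both channels of all arrays carry no ratio, and 199 were saturated in some channel of an array. Of the 43379 gene spots, at most 30810 in a channel were well above background.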

Differences from the paper's values

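The paper's Fig. 5A gives about 25 upregulated genes in oxidative phosphorylation, read by eye, and 1 gene of the oxidative phosphorylation list was consistently brighter in Cy5, the channel labelled Lrrc10−/−. For cardiac muscle contraction the figure gives about 20 genes, read by eye, and 0 were found in that direction. The paper's gene lists are KEGG's and those used here were compiled from gene families. None of the alternatives set before the data were examined came within the paper's values in the labelled direction. The highest there were 3 and 3, without replicate 3. With the channels exchanged, which was chosen after seeing the values, 13 and 8 genes were found. All of the 13 and 7 of the 8 were saturated in Cy5 on all 3 arrays. With saturated probes left out, 0 and 1 genes of the lists were consistently brighter in Cy3. In Cy3, the channel labelled WT, 19 and 13 genes passed with no p criterion, 16 and 10 with the p of the t-test over the arrays, and 21 oxidative phosphorylation genes without replicate 2, a direction also read only after seeing the values. In that direction 19 and 21 come within 1.5 times the paper's value for oxidative phosphorylation, and no setting does for cardiac muscle contraction. Neither of those settings applies a p criterion on all 3 arrays, as the paper's rule does, and saturated probes were kept in both.

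The paper gives Myh7 and ANF as upregulated in Lrrc10−/− hearts. Their brightest probes had log2 ratios of −1.82 and −0.78, Cy5 (labelled Lrrc10−/−) over Cy3 (labelled WT). With the channels exchanged, chosen after seeing the values, the ratios were 1.82 and 0.78. The paper also shows the contractile and respiratory chain genes of its Fig. 5B and 5C as upregulated. With Nppa and Nppb, all 20 genes other than Lrrc10 that had a probe were brighter in Cy3 on all 3 arrays, 13 of them saturated in both channels. With normexp correction and centring on the median, set before the data were examined, Tnni3, Mybpc2 and Cycs had log2 ratios of 0.04, 0.06 and 0.16. The median of all tested probes was 0.16 in that setting, so Tnni3 and Mybpc2 lay below it.

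The paper reports enrichment of the dilated cardiomyopathy pathway among upregulated transcripts. Here 0 of 78 genes of that list were consistently brighter in Cy5, and 3 were in Cy3 (adjusted p = 0.0438, one-sided Fisher's exact test). With the channels exchanged, chosen after seeing the values, those 3 count as upregulated. Among them, Myl2 and Tnnt2 were saturated in both channels on all arrays.

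The paper names no downregulated pathway of high significance. In the labelled direction, the lists for oxidative phosphorylation and cardiac muscle contraction were enriched among the consistently lower genes (adjusted p = 8.93e-13 and 6.45e-08, one-sided Fisher's exact test). They were not with normexp correction and centring on the median, where 0 genes of each list were lower, nor with saturated probes left out or with the channels exchanged, both chosen after seeing the values.

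The paper states that most genes changed at least 1.2-fold on all chips had a mean change of 1.2- to 1.4-fold. The share here was 4.61%. Requiring the p of each array left no mean change below 1.34-fold, against a lowest of 1.215-fold with no p criterion. The share of 4.61% by itself therefore cannot be set against the paper's majority. With no p criterion the share was 31.2%. No alternative set before the data were examined gave a majority, and the highest was 44.3% with the p of the t-test over the arrays.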

Other observations

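The tests of saturation in the enrichment, of base composition alone and of atrial markers on replicate 2 were chosen after the results had been seen, as were the comparisons with Nppa and Myh7 array by array. All ratios are Cy5 (labelled Lrrc10−/−) over Cy3 (labelled WT).

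The oxidative phosphorylation list was called by camera and enriched among genes consistently brighter in Cy3. Saturated spots are a candidate explanation for both. With probes saturated in any channel of any array left out, the list's median log2 ratio was 0.032 and 0 of its genes were consistently brighter in Cy3. The 36 probes saturated in both channels of all arrays had log2 ratios of unnormalized signals of at most 0.015 in size and negative ratios after dye normalization, in this list or not, so their ratios may come from the normalization. The same holds for the named genes saturated in both channels, whose lowest mean ratio was −0.75. Whether these transcripts differ between the hearts cannot be read from saturated probes, and qRT-PCR data were not analysed here.

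Other technical explanations of the list's shift were tested. After the planned regression on probe GC content and mean signal together camera no longer called it (adjusted p = 0.123, median −0.03). After regression on GC content alone it was still called (adjusted p = 0.0138) and on mean signal alone it was not (adjusted p = 0.122), but the medians were alike, −0.042 and −0.041 against −0.063 before, and smaller than the SD of 0.17 between arrays after the GC regression. Base composition, alone or with signal, therefore stays open. For mean signal, only 0.19% of 10000 random lists matched on mean signal had a median as low, so for a dye bias that depends on brightness the tests part and it stays open too. A shift of all short abundant transcripts cannot be told apart from one of this list, since the list's median minus that of the ribosomal proteins was −0.0627 on average, against an SD of 0.331 between arrays. An effect of the dyes on single genes stays open because 0 arrays had the dyes swapped. The genotype stays open as well, with its direction tied to the labels.

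For Nppa and Myh7, 2 admixtures stay open. The median log2 ratio of the other atrial markers, Sln, Myl7, Myl4 and Gja5, was −0.02, 2.41 and −0.46 on the arrays, 0.644 on average, and on 0 arrays as low as that of Nppa. The mean rests on replicate 2, and on replicate 3 Myl7 and Sln, at −1.3 and −1.1, lay below Nppa at −0.8, with Gja5 and Myl4 at 0.3 and 0.2, so atrial tissue cannot be told apart from a change of Nppa itself. The median of 6 skeletal muscle genes (Acta1, Tnnt3, Tnni2, Mylpf, Myh4 and Ckm), of which the heart also expresses some, was −0.14, 0.20 and −0.08, −0.00357 on average, and on 0 arrays as low as that of Myh7. These 6 are part of a list of 13 genes, of which 4 were brighter in Cy3 on all arrays. They were Tnnt1, Mybpc2, Tnnc2 and Pvalb, with means of −0.61, −0.58, −0.22 and −0.85. With normexp correction and centring on the median Mybpc2 lay at 0.061, where the median of all tested probes was 0.16. Skeletal muscle therefore cannot be told apart either. The paper names Tnnt1 and Mybpc2 for these arrays. The genotype and the exchange of the dyes remain open for these genes.

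On replicate 2 the atrial markers Sln, Myl7 and Myl4 had log2 ratios of 3.69, 3.41 and 1.41, while Gja5 and Nppa of the same list went the other way, at −0.37 and −0.61. More atrial tissue in one pool of this array is a candidate source, but the genes were picked for the pattern, and the lowest ratio of these 3 genes, 1.41, cannot be told apart from a change within the hearts.

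Other marker lists gave the following medians on replicates 1, 2 and 3. Fat genes were at 0.45, −0.28 and −0.51, and extracellular matrix genes at 0.40, −0.72 and −0.20. For cytoskeletal genes that the paper names for E15.5 hearts, 11 genes in these adult hearts had medians of 0.17, −0.55 and 0.11. Among the 9 gene lists, camera also called the nuclear respiratory chain and ATP synthase list (median −0.07, adjusted p = 0.00698) and the 2 genes of the mitochondrially encoded list, both saturated (median −0.38, adjusted p = 0.0179), neither of them under fry (adjusted p = 0.656 and 0.231) or an estimated correlation (0.894 for both). Both lists are parts of the oxidative phosphorylation list. With saturated probes left out the first had a median of 0.057 (adjusted p = 0.216), with 6 genes brighter in Cy5 on all arrays and 0 in Cy3, and the second had no gene left. With normexp correction and centring on the median their medians were 0.33 and −0.0069 (adjusted p = 0.0892 and 0.375). The first lost its call without replicate 1 (median 0.00047) or replicate 3 (−0.047), and the second without any one of the replicates. It did not call the V-ATPase list, which had a median of −0.03 and a mean of 0.02 (adjusted p = 0.992), the ribosomal proteins (median −0.04, adjusted p = 0.309) or the proteasome (median −0.01, adjusted p = 0.897). It did call the ribosomal proteins without replicate 2 (median −0.36, adjusted p = 4.94e-11), and the proteasome with normexp correction and centring on the median (0.44, adjusted p = 3.69e-04), where the median of all tested probes was 0.16.

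The study's selection took 271 probes in both directions. With the sign of all ratios of one array flipped, so that a difference shared by all 3 arrays no longer counts as shared, it took 215 probes for replicate 1, 299 for replicate 2 and 685 for replicate 3. Chance is therefore not excluded for this number.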
